# Novel Role of JAC1 in Influencing Photosynthesis, Stomatal Conductance, and Photooxidative Stress Signalling Pathway in *Arabidopsis thaliana*

**DOI:** 10.3389/fpls.2020.01124

**Published:** 2020-07-29

**Authors:** Weronika Czarnocka, Anna Rusaczonek, Patrick Willems, Marzena Sujkowska-Rybkowska, Frank Van Breusegem, Stanisław Karpiński

**Keywords:** chloroplast movement, stomata, photosynthesis, oxidative stress, transcriptome

## Abstract

Regulation of light absorption under variable light conditions is essential to optimize photosynthetic and acclimatory processes in plants. Light energy absorbed in excess has a damaging effect on chloroplasts and can lead to cell death. Therefore, plants have evolved protective mechanisms against excess excitation energy that include chloroplast accumulation and avoidance responses. One of the proteins involved in facilitating chloroplast movements in *Arabidopsis thaliana* is the J domain-containing protein required for chloroplast accumulation response 1 (JAC1). The function of JAC1 relates to the chloroplast actin filaments appearance and disappearance. So far, the role of JAC1 was studied mainly in terms of chloroplasts photorelocation. Here, we demonstrate that the function of JAC1 is more complex, since it influences the composition of photosynthetic pigments, the efficiency of photosynthesis, and the CO_2_ uptake rate. JAC1 has positive effect on water use efficiency (WUE) by reducing stomatal aperture and water vapor conductance. Importantly, we show that the stomatal aperture regulation is genetically coupled with JAC1 activity. In addition, our data demonstrate that JAC1 is involved in the fine-tuning of H_2_O_2_ foliar levels, antioxidant enzymes activities and cell death after UV-C photooxidative stress. This work uncovers a novel function for JAC1 in affecting photosynthesis, CO_2_ uptake, and photooxidative stress responses.

## Introduction

Plants regulate the light absorption under naturally variable conditions, which is essential for photosynthesis optimization and acclimation. Light energy absorbed in excess (excess excitation energy, EEE) leads to photoinhibition and chloroplast retrograde-signalling and may cause chloroplast damage and ultimately cell death (Mühlenbock et al., 2008; Wituszyńska and Karpiński, 2013; Wituszyńska et al., 2015; Czarnocka and Karpiński, 2018; Górecka et al., 2020). Therefore, plants have evolved EEE avoidance and dissipation mechanisms to ensure the proper functionality of the photosynthetic apparatus and photosynthesis. One of these mechanisms is chloroplast movement (Demarsy et al., 2018).

Chloroplast photorelocation is an essential mechanism to adapt to the fluctuating light conditions (Gabryś, 2004; Suetsugu et al., 2010a). In the dark, chloroplasts are located along the anticlinal walls and at the cells’ bottom. Upon transferring plants to weak or moderate light, chloroplasts reposition themselves along the periclinal walls in order to efficiently capture light energy, which is termed the accumulation response. However, after exposure to strong light intensities, chloroplasts demonstrate avoidance response, which manifests itself by positioning at anticlinal cell walls and is aimed at lowering the risk of photoinhibition and photodamage (Wada and Kong, 2018). So far, only a couple of proteins have been identified to facilitate light intensity perception and light-mediated chloroplasts movements. Well-characterized are blue and UV-A/B photoreceptors, phototropins. *Arabidopsis thaliana* (Arabidopsis) possesses two such receptors, phototropin 1 (phot1) and phototropin 2 (phot2), that redundantly mediate the chloroplast accumulation response (Sakai et al., 2001). However, the avoidance response is regulated only by phot2 and not by phot1 (Kagawa et al., 2001). In Arabidopsis, the movement of chloroplasts and their anchoring to the plasma membrane is dependent on short actin filaments located along the chloroplast periphery (cp-actin filaments). Under light induction cp-actin filaments relocalize to the leading edge of chloroplasts and cause chloroplast movement that is regulated by both phot1 and phot2 (Kadota et al., 2009), and additionally by a J-domain protein required for chloroplast accumulation response 1 (JAC1) (Ichikawa et al., 2011).

JAC1 was originally identified in an Arabidopsis mutant screen deficient in chloroplast accumulation responses (Suetsugu et al., 2005). In *jac1* mutant, chloroplasts remain localized to the side walls of palisade cells (Suetsugu et al., 2005; Gotoh et al., 2018). Apart from the important role in chloroplast accumulation at the cell surface in weak light, JAC1 is also required for the chloroplast relocation to the cell’s bottom in the darkness (Suetsugu et al., 2005). In palisade cells, the chloroplast dark positioning in the *jac1* mutant is different from wild-type plants, because chloroplasts gather at the anticlinal cell walls (Hermanowicz et al., 2019). In addition, it was proven that under excess light, JAC1, to some extent, is also needed in the regulation of the avoidance response as cp-actin filament reorganization is impaired in *jac1* (Kodama et al., 2010; Ichikawa et al., 2011). A similar perturbed cp-actin reorganization was observed in two other mutants, *weak chloroplast movement under blue light 1* (*web1*) and *plastid movement impaired 2* (*pmi2*) (Kodama et al., 2010), which show weak chloroplast movement during accumulation and avoidance responses. Even though the physical interaction between phot1 and phot2 (Sztatelman et al., 2016), as well as between WEB1 and PMI2 has been documented (Kodama et al., 2010), JAC1 does not physically interact with any of them (Suetsugu et al., 2005; Kodama et al., 2010). Therefore, a yet unidentified signal from plasma membrane-localized phototropins is received by JAC1 and passed along to chloroplasts to regulate the direction of their movement (Suetsugu et al., 2005). Moreover, it was shown that JAC1 is dispensable for phot2-mediated chloroplast avoidance response induced by high-light irradiation (Suetsugu et al., 2005).

The Arabidopsis JAC1 protein is 651 amino acids long and contains a 70 amino acid long auxilin-like J-domain at the C-terminus, which is essential for JAC1-mediated chloroplast photorelocation (Takano et al., 2010). A sequence-based classification assigned JAC1 to the group of type III J-proteins, including cochaperones of the heat shock protein 70 (Hsp70) chaperones (Takano et al., 2010). The JAC1 J-domain is similar to the J-domain of auxilins, enzymes that uncoat clathrin from the mature vesicles to promote the recycling of clathrin during endocytosis (Suetsugu et al., 2005). The highly conserved His-Pro-Asp (HPD) tripeptide within J-domain has been shown to facilitate the interactions with Hsp70 chaperones (Jiang et al., 2003). Structural analysis of the JAC1 J-domain indicates that HPD motif is indispensable for JAC1-dependent chloroplast light-induced movement and suggests that JAC1 cooperation with heat shock protein cognate 70 (Hsc70) chaperone is needed in this process (Suetsugu et al., 2010b). Auxilin J-domain targets and activates the Hsc70 that mediates clathrin uncoating (Eisenberg and Greene, 2007). *JAC1* overexpression was shown to inhibit endocytosis process in root hair cells, which indirectly supports its role in clathrin uncoating (Ezaki et al., 2007). However, so far there is no evidence on the involvement of Hsc70 and clathrin-mediated endocytosis in chloroplast movement (Adamowski et al., 2018). The localization of JAC1 is most probably cytoplasmic, but its presence in the nucleus (Suetsugu et al., 2005) or within cellular membranes, cannot be excluded (Suetsugu et al., 2015). Furthermore, neither the expression level of *JAC1* gene nor the protein level are regulated by light or by the phototropins (Suetsugu et al., 2005).

Even though the role of JAC1 has been broadly studied in terms of chloroplast movements, so far little is known about the other molecular and physiological processes that involve JAC1. This study demonstrates that JAC1 influences photosynthetic reactions, stomatal aperture and thus water vapor conductance and CO_2_ uptake. This regulation, at least partially, involves JAC1-dependent gene expression changes. In addition, we prove that JAC1 takes part in the fine-tuning of photooxidative-stress induced accumulation of hydrogen peroxide (H_2_O_2_), regulation of antioxidant enzymes activities and cell death. Our results shed a new light on the role of JAC1 in Arabidopsis.

## Materials and Methods

### Plant Material and Growth Conditions

*Arabidopsis thaliana* *jac1-1* mutant in Columbia-0 gl1 (Col-0 gl1) background together with wild-type Col-0 gl1 plants were used in this study. The seeds were a kind gift from Prof. Masamitsu Wada (Tokyo Metropolitan University, Tokyo, Japan). Seeds were sown on Jiffy pots, stratified for two days in 4°C and moved for germination to standard laboratory conditions (8 h photoperiod, PPFD: 80 µmol photons m^-^² s^-^¹), 50% relative air humidity and temperature day/night: 22/18°C).

### Measurements of Morphological and Physiological Traits

All morphological and physiological parameters were measured for four-week-old plants. Rosette size was analyzed with a FluorCam (Photon System Instruments PSI, Brno, Czech Republic) for 15 plants *per* genotype in two independent experiments (n=15). Rosette dry weight was measured for 12 plants for each genotype (n=12) after desiccation in 105°C for three days. The determination of water use efficiency (WUE) was performed for 12 plants *per* genotype in two independent experiments (n=12) according to the previously published protocol (Wituszyńska et al., 2013b; Wituszynska and Karpiński, 2014).

### Microscopy and Image Analysis

The calculation of stomata number *per* mm² of leaf area was performed using the transparent glue imprints of the abaxial leaf side and with the use of Olympus AX70 Provis microscope (Olympus, Tokio, Japan). Three leaves, 6^th^, 7^th^ and 8^th^ were analyzed for 9 individual plants for each genotypes in two independent experiments (n=27). The number of stomata *per* mm² of leaf area was calculated from three frames of each microscopic sample. Stomatal aperture was measured with Image J program (Version 1.52e, National Institutes of Health, Bethesda, MD, USA) for 6^th^, 7^th^, and 8^th^ leaf, for 77 and 74 individual stomata in the wild type and *jac1* mutant, respectively (n=74–77). Arabidopsis mesophyll cells were assayed for intracellular chloroplast location with Leica TCS Sp5 confocal microscope (Leica Camera AG, Wetzlar, Germany), using chlorophyll autofluorescence upon argon laser (488 nm) excitation. 6^th^, 7^th^ or 8^th^ leaf was analyzed for 5 plants *per* each genotype *per* treatment in two independent experiments (n=5).

### Chlorophyll *a* Fluorescence and Gas Exchange Parameters Measurements

Chlorophyll *a* fluorescence parameters and OJIP test were measured with a FluorCam system (Photon System Instruments PSI, Brno, Czech Republic), including four super bright LED panels 130 x 130 mm, providing actinic light (300 µmol photons m^-2^ s^-1^) and saturation pulses (4,000 µmol photons m^-2^ s^-1^). Measurements were performed with standard “Quenching” protocol implemented in the FluorCam7 software for 11–21 plants *per* genotypes *per* treatment in two separate experiments (n=11–21). Prior the measurements, plants were dark-adapted for 30 min in order to determine *F*_0_ and *F*_m_ parameters. Chlorophyll fluorescence terminology has been previously described (Baker, 2008; Wituszyńska et al., 2013a). CO_2_ uptake and water vapor conductance (GH_2_O) in variable conditions of photosynthetic active radiation (PAR) ranging between 0 and 1,900 µmol m^-2^ s^-1^ were determined using Portable Gas Exchange System GFS-3000 (Heinz Walz GmbH, Effeltrich, Germany) for 8–10 plants *per* genotype in two independent experiments (n=8–10). In order to obtain the slope of the regression line for each tested genotype, all the values for CO_2_ uptake (or GH_2_O) for each tested PAR intensity were used. To compare the regression line slopes the procedure from Wonnacott and Wonnacott (1990) was used. The statistical analysis was performed in the “R” version 2.12.1 using stats packages.

### Photosynthetic Pigments Measurements

The determination of photosynthetic pigment compositions was performed according to the procedure described previously (Rusaczonek et al., 2015; Wituszyńska et al., 2015) for 12 plants *per* genotypes in two independent experiments (n=12).

### Hydrogen Peroxide Levels Determination

The hydrogen peroxide (H_2_O_2_) content was determined for nine plants *per* genotype *per* treatment from two independent experiments (n=9), as previously described (Rusaczonek et al., 2015; Wituszyńska et al., 2015).

### Antioxidant Enzyme Activity Measurements

The activities of superoxide dismutase (SOD), catalase (CAT), and ascorbate peroxidase (APX) were determined for nine plants *per* genotype *per* treatment from two independent experiments (n=9), as previously described (Rusaczonek et al., 2015; Wituszyńska et al., 2015).

### UV-C Treatment and Cell Death Analysis

UV-C radiation (100 mJ cm^-^²) was used as oxidative-stress inducing factor. UV-C radiation was applied with 500 Crosslinker (Hoefer Pharmacia Biotech, San Francisco, CA, USA), equipped with lamps emitting light in the wavelength ranging from 250 to 258 nm (type G8T5, 8W; Sankyo Denki, Hiratsuka, Japan). Cell death analysis was performed by the measurement of ion leakage for 9–12 plants *per* genotype *per* treatment in two independent experiments (n=9–12), as previously described (Rusaczonek et al., 2015; Wituszyńska et al., 2015). Cell death visualization was performed by staining five leaves *per* genotype *per* treatment with 1% (m/v) Evans blue and vacuum infiltration for 30 min (Mergemann and Sauter, 2000). After staining, the leaves were washed three times with deionized water and chlorophyll was removed by the incubation in chloral hydrate (2.5 mg/mL) for two days. The pictures of representative leaves are presented.

### RNA Extraction and cDNA Synthesis

The RNA was extracted from whole rosettes in three biological replicates, each consisting of at least four rosettes. Total RNA extraction was performed with a use of GeneMATRIX Universal RNA Purification Kit (EURX, Gdańsk, Poland). Additional step of on-column DNaseI digestion was performed. RNA concentration and purity were analyzed spectrophotometrically with Eppendorf BioSpectrometer (Eppendorf, Hamburg, Germany). The RNA integrity was tested by electrophoretic separation in 1% agarose gel and the same amount of RNA for each sample was used for reverse transcription. cDNA synthesis was performed with a High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA).

### Relative Gene Expression Measurement by Real-Time qPCR

Real-time qPCR was performed for four-week-old non-treated and UV-C treated plants (3, 6, 12, and 24 h after UV-C exposure), using the 7500 Fast Real-Time PCR System and Power SYBR Green Master Mix (Thermo Fisher Scientific, Waltham, MA, USA). Each of three biological repeats *per* treatment was tested in three technical repeats. The following cycling programme was used in qPCR: 95°C for 10 min, followed by 40 cycles of denaturation in 95°C for 15 s and annealing/extension in 60°C for 60 s. Primers for *JAC1* (AT1G75100) were designed with Primer3 software (Primer3Plus, Free Software Foundation, Inc., Boston, MA, USA) and their sequence was as follows, forward 5’- gatggttctaatgccaaggaa -3’ and reverse 5’- tgaaggtttctgatcccgatt -3’. *YELLOW-LEAF-SPECIFIC GENE 8* (*YLS8*, AT5G08290) was used as a reference, according to the RefGenes tool incorporated in Genevestigator (Hruz et al., 2008) and amplified with the following primers: forward 5’- ttactgtttcggttgttctccattt-3’ and reverse 5’- cactgaatcatgttcgaagcaagt-3’. The specificity of each primer pair was analyzed by melting curve. The efficiency of real-time qPCR was calculated using LinRegPCR tool (Ramakers et al., 2003). Calculation of relative gene expression levels and the significance of difference between tested samples was performed using REST2009 (Pfaffl et al., 2002).

### RNA Sequencing and RNA-Seq Analysis

The RNA was extracted as described above from four-week-old non-treated and UV-C treated plants 30 min after exposure to 100 mJ cm^-^² of UV-C radiation. RNA was isolated from three biological replicates, each consisting of at least four rosettes. RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (Nanodrop Technologies) and RNA integrity was assessed using a BioAnalyzer 2100 (Agilent). An amount of 1,000 ng of total RNA *per* sample was used as input. Poly-A containing mRNA was purified from the total RNA, using poly-T oligo-attached magnetic beads and the Illumina TruSeq^®^ Stranded mRNA Sample Prep Kit (protocol version: Document # 1000000040498 v00 - October 2017). RNA was transcribed to cDNA in a reverse transcription reaction using random primers, and subsequently converted into double-stranded cDNA using DNA Polymerase I and RNAse H. The cDNA fragments were extended with a single ‘A’ base at the 3’ ends of the blunt-ended cDNA fragments, after which multiple indexing adapters were ligated introducing different barcodes for each sample. Finally, PCR was performed to enrich DNA fragments that possess adapter molecules on both ends. Sequence-libraries of each sample were equimolarly pooled and sequenced on Illumina HiSeq 4000 (Paired-end kit, 76 cycles, Dual Index, 4 lanes) at the VIB Nucleomics Core (www.nucleomics.be). Reads were aligned to the Arabidopsis genome by STAR (v2.5.2b) (Dobin et al., 2013), using the Araport11 annotation (Cheng et al., 2017). The number of reads *per* gene was quantified with the featureCounts function as implemented in the Subread package v1.6.2 (Liao et al., 2014). 

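The table of read counts holds 37813 genes, and 37517 of their identifiers were found by locus tag in the reference annotation of the TAIR10 assembly, from which gene types were taken. Protein-coding genes with at least 5 reads in at least 3 of the 12 samples numbered 20104. They comprised 20021 nuclear, 73 chloroplast-encoded and 10 mitochondrion-encoded genes.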

Only protein-coding genes quantified by at least 5 reads in at least three samples (20,013 genes) were retained for downstream differential gene expression analysis using the software package edgeR (Robinson et al., 2010) in R (v3.4.1). TMM normalization (Robinson and Oshlack, 2010) was applied using the calcNormFactors function. Variability in the data set was assessed with a MDS plot, showing clear separation according to genotype and UV-C treatment. In order to test user-defined hypotheses, a no-intercept single-factor model was defined combining genotype and treatment factors, e.g. such as *jac1*_UV. Dispersions were estimated with the estimateGLMRobustDisp function. A negative binomial regression model was used to model the overdispersed counts for each gene separately with fixed values for the dispersion parameter as outlined (McCarthy et al., 2012) and as implemented in the function glmFit using the above described model. Hypothesis testing was based on likelihood ratio tests. Contrasts of interest were the response between different genotypes under control conditions, the effect of UV stress in each genotype, and the interaction effect of UV stress and genotype. False discovery rate adjustments of the P values were performed with the method described by Benjamini and Hochberg (1995). The gene expression data were deposited in Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE143762. Gene ontology enrichment analysis was performed using ThaleMine tool (v4.1.2-20200127) within the Araport portal (Krishnakumar et al., 2015). Functional analysis of differentially expressed genes was performed using the MapMan tool (Thimm et al., 2004).

## Results

### JAC1 Influences Photosynthetic Efficiency and the Level of Photosynthetic Pigments

Since JAC1 is involved in the regulation of chloroplast movements (**Supplementary Figure 1**), our first aim was to assess if it has an influence on photosynthetic efficiency. Chlorophyll *a* fluorescence measurements proved that the *jac1* mutant has higher maximum quantum efficiency of photosystem II (PSII) (*F_v_/F_m_*) (**Figure 1A**), but lower non-photochemical (NPQ) (**Figure 1B**) and photochemical quenching (*qP*) (**Figure 1C**), as compared to the wild-type plants.

**Figure 1:**
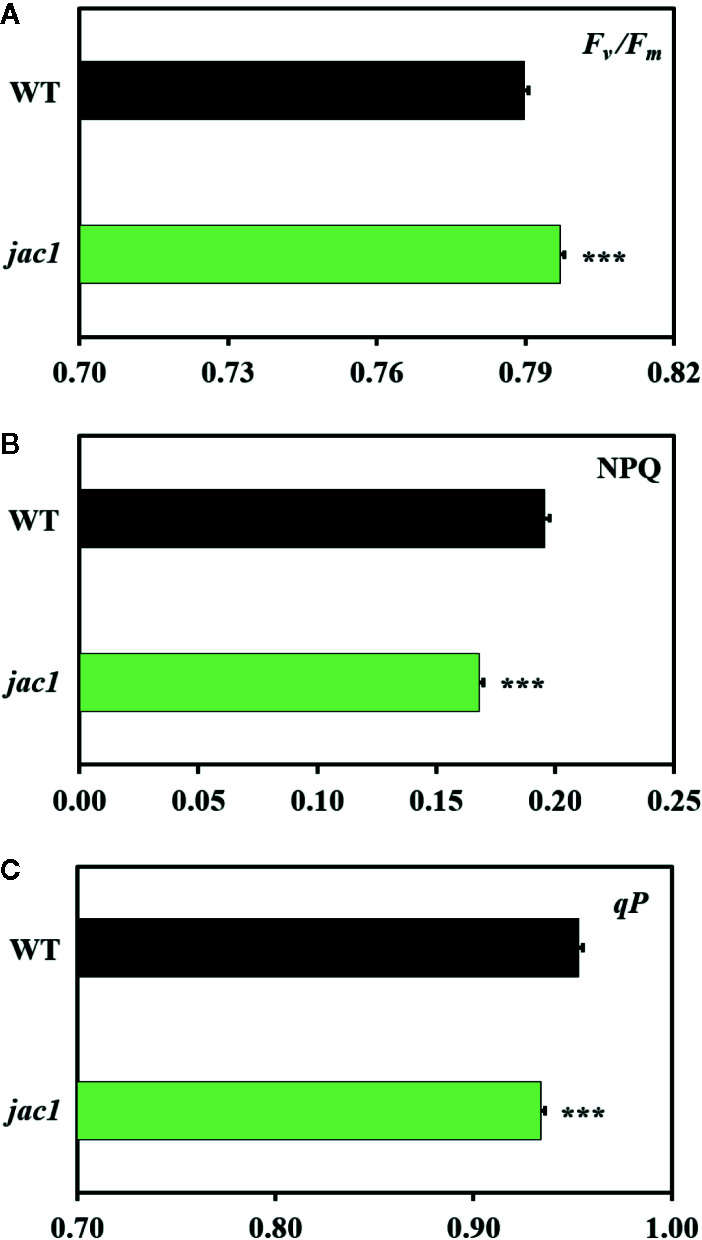
Chlorophyll *a* fluorescence parameters of 4-week-old *Arabidopsis thaliana* wild-type (WT) and *jac1* mutant. **(A)** *F_v_/F_m_*, maximum quantum efficiency of PSII; **(B)** NPQ, non-photochemical quenching; **(C)** *qP*, photochemical quenching. Values are means (± SD) of 11–21 plants *per* genotype from two independent experiments (n=11–21). Asterisks indicate significant difference in comparison with the wild-type plants at the level P < 0.001 (***) according to the Tukey’s HSD multiple comparison test.

In order to obtain better insight into the specific photosynthetic reactions that are JAC1-dependent, we analyzed the fluorescence transient using the O–J–I–P test (Strasser et al., 2004). This demonstrated functional changes within light harvesting complexes (LHCs) and photosystems in *jac1* mutant (**Supplementary Figure 2**). More specifically, a decreased ABS/RC ratio was apparent. This ratio represents the total number of photons absorbed by chlorophylls of all the reaction centres (RCs) divided by the total number of active RCs and thus suggests that *jac1* mutant had more active RCs than wild-type plants. Besides measuring active RCs, the TRo/RC ratio is an estimate of maximal rate by which excitation is trapped by the RC resulting in the reduction of quinone A (Q_A_). The decreased TRo/RC ratio in *jac1* suggests that not the whole Q_A_ pool was reduced in this mutant, unlike in the wild-type. Furthermore, the *jac1* mutant showed a significantly decreased reoxidation of reduced Q_A_ *via* electron transport in active RCs (ETo/RC). Because ETo/RC is represented only by the active centres, the lower ratio in the *jac1* mutant implies again that there were more active centres than in the wild type. Finally, the effective dissipation of untrapped excitation energy from all RCs with respect to the number of active RCs (DIo/RC ratio) was also lower in *jac1* mutant, indicating a better connectivity between the structurally heterogeneous units of PSII (Force et al., 2003; Wituszyńska et al., 2013a).

To study whether the observed JAC1-dependent changes in photosynthetic efficiency are caused by altered photosynthetic pigments levels, we analyzed their composition (**Figure 2**). The total chlorophyll level, concentration of chlorophyll *b* (but not chlorophyll *a*) were significantly elevated in *jac1*. We also observed that Chl *a/b* ratio was significantly decreased in *jac1* mutant in relation to the wild type. Moreover, while *β-*carotene level was elevated in *jac1* mutant, the content of violaxanthin, anteraxanthin and zeaxanthin were decreased in *jac1* mutant, in comparison to the control plants.

**Figure 2:**
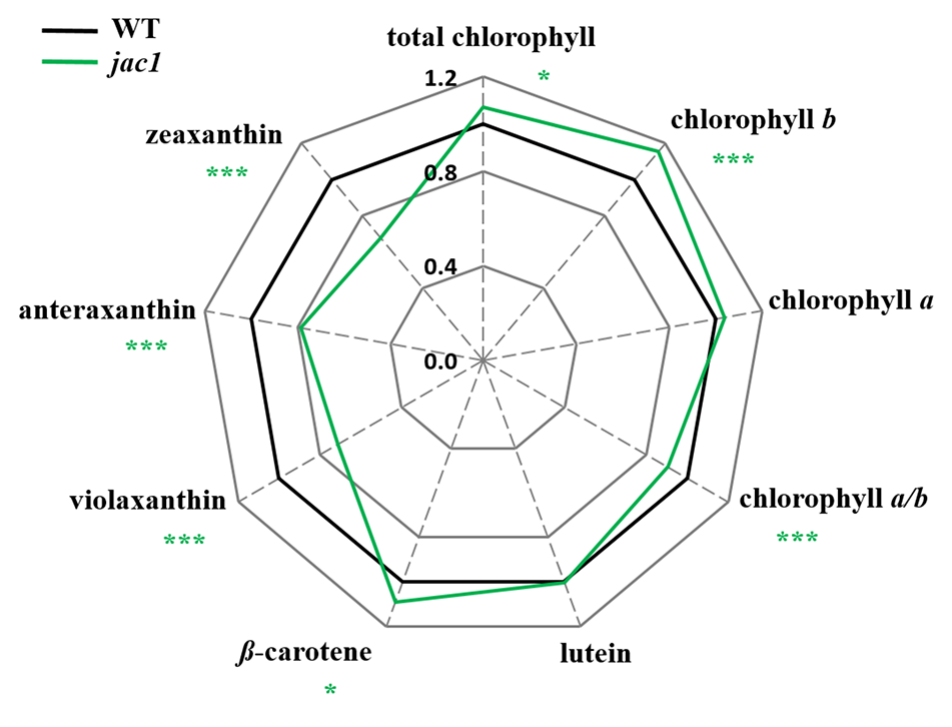
Photosynthetic pigment contents in 4-week-old *Arabidopsis thaliana* wild type and mutant plants. Total chlorophyll, chlorophyll *a*, chlorophyll *b*, chlorophyll *a/b* ratio; lutein; *β-*carotene; violaxanthin; antherxanthin; zeaxanthin. Values are means (± SD) of 12 plants *per* genotype from two independent experiments (n=12) expressed as the peak area (mg of dry weight^-1^). Asterisks indicate significant differences from the wild type according to the Tukey HSD test at the level of P < 0.05 (*), or P < 0.001 (***).

### CO_2_ Uptake Rate and Water Vapor Conductance Are Negatively Affected by JAC1

Due to altered light-phase photosynthetic reactions in *jac1* mutant, our next step was to assess whether JAC1 influences the carbon dioxide (CO_2_) uptake. In a range of photosynthetic active radiation (PAR) intensities that were tested, the CO_2_ uptake was consistently higher in *jac1*, reaching more than three times higher uptake in high light intensities (**Figure 3A**). The simultaneously measured water vapor conductance (GH_2_O) was elevated up to three times in low PAR intensities and, similarly to the CO_2_ uptake rate, a greater relative increase in *jac1*, compared to wild-type was apparent under high PAR (**Figure 3B**). Interestingly, the variation of CO_2_ uptake and GH_2_O parameters in a single measuring point was much greater in *jac1* background, compared to the wild type.

**Figure 3:**
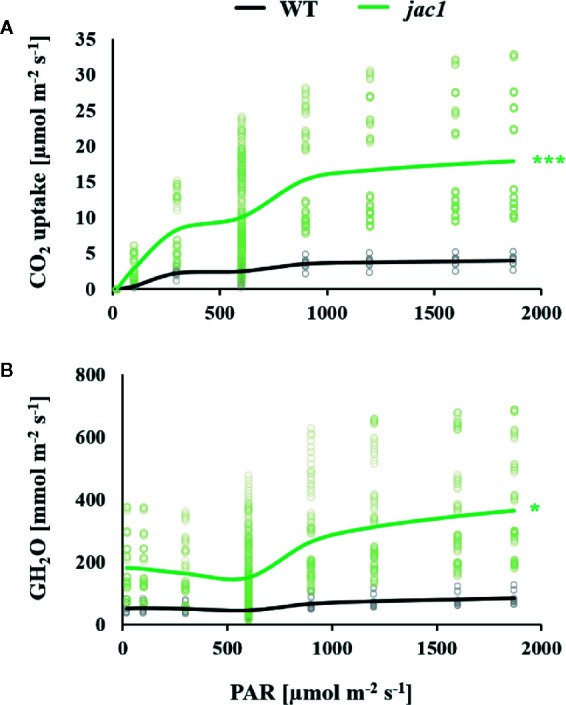
Gas exchange parameters in response to different light intensities (PAR) were measured for 4-week-old *Arabidopsis thaliana* wild type (WT) and *jac1* mutant. Graphs represent relationships between light intensity and individual photosynthetic parameters. **(A)** CO_2_ uptake and **(B)** Water vapor conductance. Values are means of 8–10 plants *per* genotype from two independent experiments (n=8–10). Asterisks indicate significant difference of regression line slopes in comparison with the wild type at the level P < 0.05 (*) or P < 0.001 (***) according to the Tukey’s HSD test.

### JAC1 Has an Impact on Water Use Efficiency Through the Reduction of Stomatal Conductance

Such high water vapor conductance and CO_2_ uptake rate in *jac1* prompted us to analyze the impact of JAC1 activity on stomatal density and aperture. While the stomatal density was reduced in *jac1* mutant, stomatal aperture was significantly elevated (**Figures 4A–C**). Moreover, water use efficiency (WUE), measured as dry weight *per* water used, proved to be significantly decreased in *jac1* compared to wild-type plants (**Figure 4D**). Hence, *jac1* consumed relatively more water for the production of dry weight, which is in agreement with the previously observed elevated water vapor conductance (**Figure 3B**), a measure of leaf transpiration efficiency. Importantly, our results showed that the rosette size and dry weight were not different between *jac1* mutant and the wild type (**Supplementary Figure 3**, **Supplementary Figures 4A, B**).

**Figure 4:**
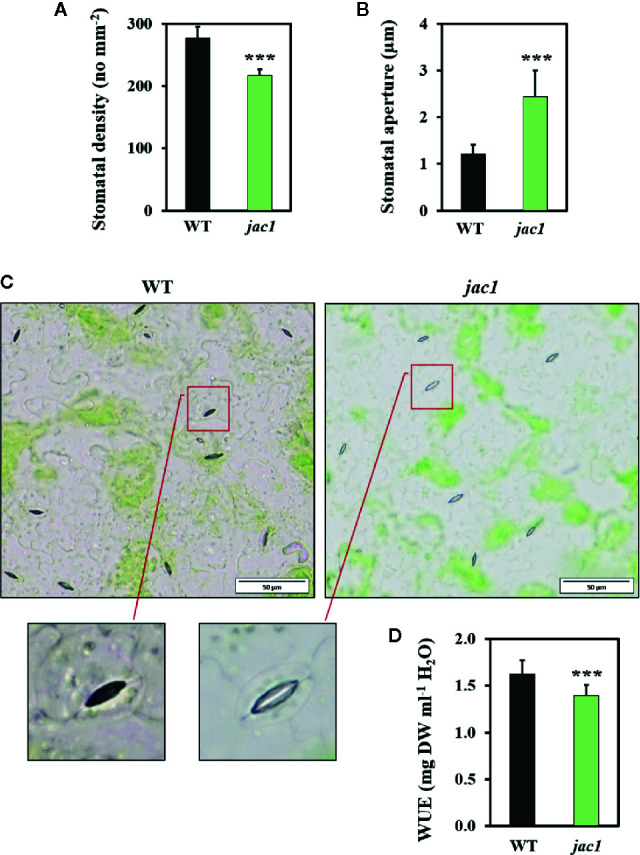
Morphological and physiological traits in 4-week-old *Arabidopsis thaliana* wild-type (WT) and *jac1* mutant. **(A)** Stomatal density. Values are means (± SD) of 27 leaf fragments *per* genotype from two independent experiments (n=27); **(B, C)** Stomatal aperture. Values are means (± SD) of 74–77 stomata *per* genotype from two independent experiments (n=74–77); and **(D)** Water use efficiency (WUE) wild type and mutant plants grown under standard laboratory conditions. Values are means (± SD) of 12 plants per genotype from two independent experiments (n=12). Asterisks indicate significant difference in comparison with the wild-type plants at the level P < 0.001 (***) according to the Tukey’s HSD test.

### Photooxidative Stress Causes Changes in *JAC1* Expression Level and Shows the Influence of JAC1 on Photosynthetic Activity, Redox Homeostasis, and Cell Death Regulation

UV-C radiation has been shown to induce oxidative stress and photoinhibition. It was demonstrated that changes within chloroplasts are the first observed symptoms of UV-C induced cell death (Wituszyńska et al., 2015). Therefore, we used UV-C treatment to explore the influence of JAC1 in the photooxidative stress response and cell death

Firstly, we examined how the *JAC1* expression changes after UV-C exposure (**Figure 5**). In the early hours (3 and 6 h) after UV-C treatment, *JAC1* transcript abundance was slightly induced. However, between 6 and 12 h *post* UV-C stress, *JAC1* expression dropped severely to reach 10% of the initial expression level after 12 h and 30% after 24 h.

**Figure 5:**
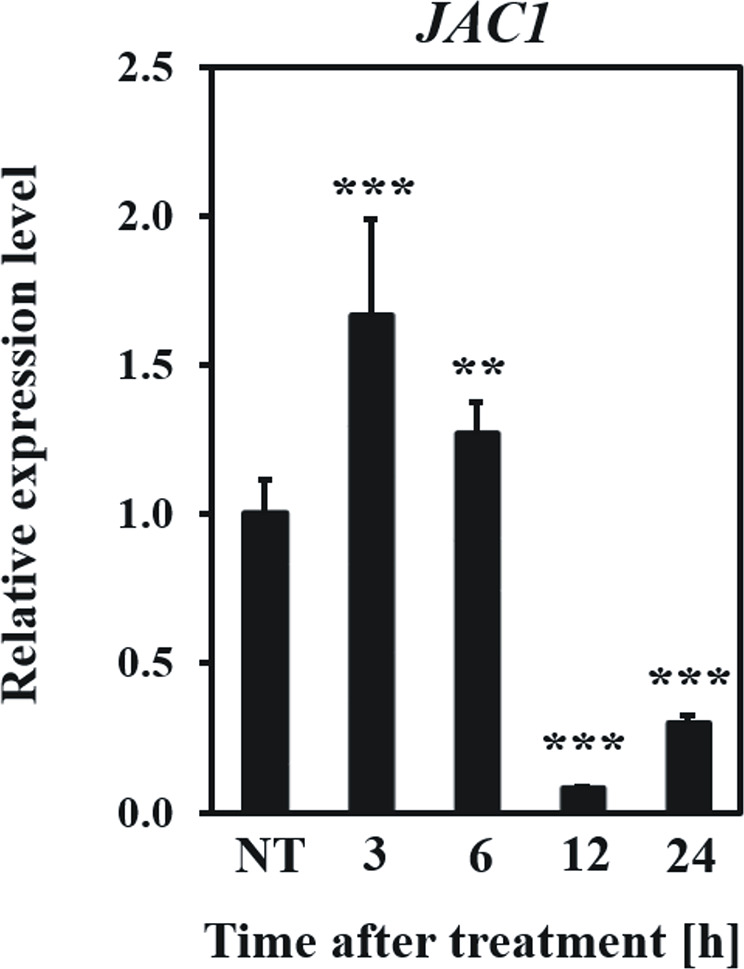
Relative expression level of *JAC1* in the *Arabidopsis thaliana* wild-type plants in non-stress conditions (NT) and 3, 6, 12, 24 h after UV-C exposure. Values are means (± SD) from three biological replicates, for which three individual qPCR reactions were performed (n=9). Asterisks indicate statistically significant differences from non-treated plants, at the level P< 0.01 (**) or P< 0.001 (***).

In the next step, we explored the role of JAC1 during photosynthetic acclimation to oxidative stress. Our results demonstrated that both 48 and 96 h *post* UV-C exposure, *jac1* had higher values of maximum and operational quantum efficiency of PSII (*F_v_/F_m_* and ΦPSII, respectively), as compared to the wild-type plants (**Figures 6A, B**). However, 96 h after UV-C incident, *jac1* plants, compared to wild-type, exhibited decreased levels of the photochemical quenching (*qP*) parameter, signifying a lower proportion of PSII reaction centres to be open in *jac1* (**Figure 6C**). In addition, the level of EEE dissipation through the NPQ reactions was decreased in *jac1*, compared to the wild type (**Figure 6D**). The overall leaf photosynthetic capacity, indicated by Rfd parameter, was elevated in *jac1* mutant in relation to the control plants (**Figure 6E**). Taken together, this ensemble of parameters shows JAC1 to negatively influence the photosynthetic activity under photooxidative stress.

**Figure 6:**
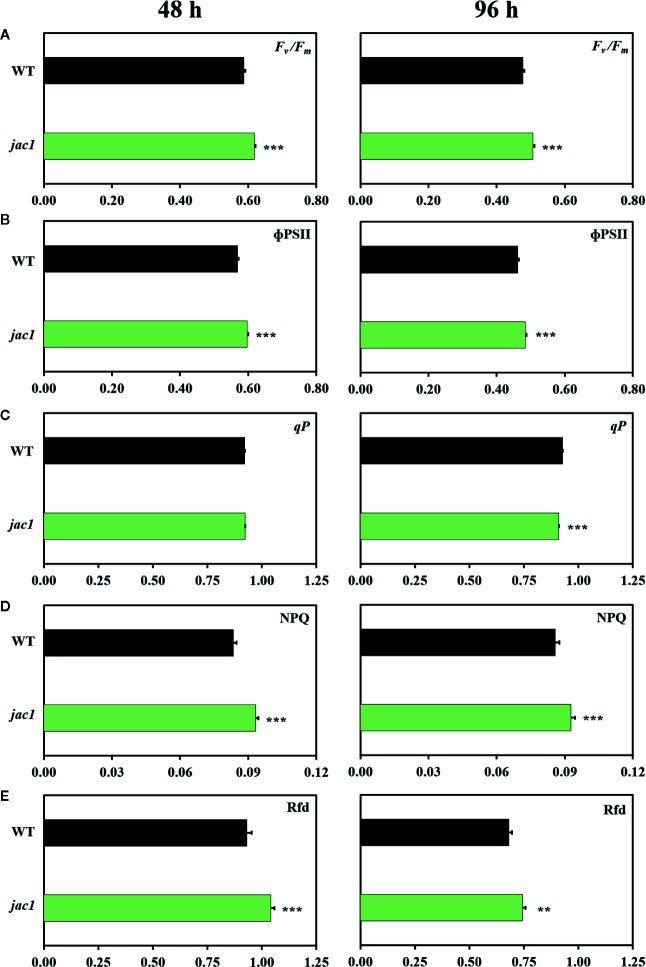
Chlorophyll *a* fluorescence parameters measured in 4-week-old *Arabidopsis thaliana* wild type and *jac1* mutant 48 and 96 h after UV-C exposure (100 mJ cm^-2^). **(A)** *F_v_*/*F_m_*, maximum quantum efficiency of PSII; **(B)** ϕPSII, quantum yield of PSII; **(C)** *qP*, photochemical quenching; **(D)** NPQ, non-photochemical quenching; **(E)** Rfd, plant vitality parameter. Values are means (± SD) of 11–21 plants *per* genotype and time point from two independent experiments (n=11–21). Asterisks indicate significant difference in comparison with the wild-type plants at the level P < 0.005 (**), or P < 0.001 (***) according to the Tukey’s HSD multiple comparison test.

Next, to examine the role of JAC1 in UV-C-triggered photooxidative stress response, we analyzed the concentration of H_2_O_2_ and activities of antioxidant enzymes in *jac1* mutant and wild-type plants. Before the UV-C exposure, the H_2_O_2_ content, as well as superoxide dismutase (SOD) and catalase (CAT) activities were similar in *jac1* and wild-type plants (**Figures 7A–C**). In contrast, non-stressed *jac1* plants showed significantly higher activity of ascorbate peroxidase (APX) (**Figure 7D**).

**Figure 7:**
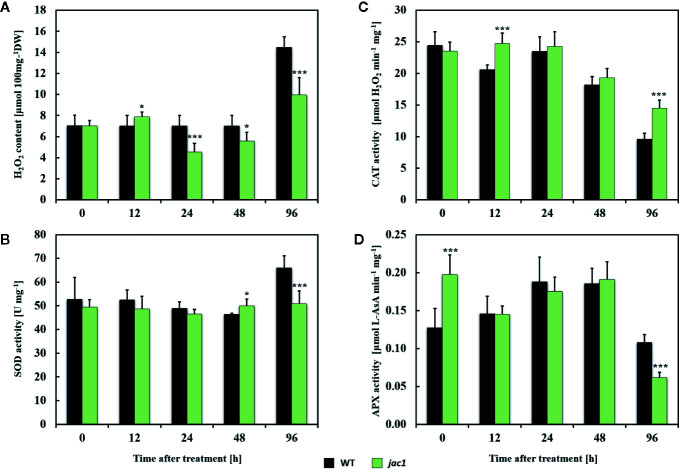
Hydrogen peroxide content and activities of selected antioxidant enzymes in 4-week-old *Arabidopsis thaliana* wild type and *jac1* mutant plants measured for untreated plants and 12, 24, 48, and 96 h after UV-C exposure (100 mJ cm^-2^). **(A)** H_2_O_2_, hydrogen peroxide content; **(B)** SOD, superoxide dismutase activity; **(C)** CAT, catalase activity; **(D)** APX, ascorbate peroxidase activity. Values are means (± SD) of 9 plants *per* genotype *per* time point from two independent experiments (n=9). Asterisks indicate significant difference in comparison with the wild-type plants at the level P<0.05 (*) or P<0.001 (***) according to the Tukey’s HSD test.

Twelve hours after UV-C exposure, *jac1* mutant demonstrated higher levels of H_2_O_2_ (**Figure 7A**), which corresponded with elevated CAT activity (**Figure 7C**). In contrast, samples analyzed in all time points after 24 h *post* UV-C stress showed lower content of H_2_O_2_ (**Figure 7A**). The pattern of SOD and APX activities in *jac1* mutant was similar to the wild-type, except 96 h after UV-C exposure, when activities of those antioxidant enzymes were significantly decreased in relation to the controls (**Figures 7B, D**).

In order to assess the influence of JAC1 activity on UV-C-triggered cell death, we performed the analysis of cellular leakage and Evans blue staining of dead cells. Our results proved that 48 h after UV-C treatment, *jac1* mutant demonstrated significantly higher ion leakage (**Figure 8A**). Higher cell death level was also confirmed by Evans blue staining (**Figure 8B**), which was visibly more intense at all time points starting from 12 h after UV-C stress.

**Figure 8:**
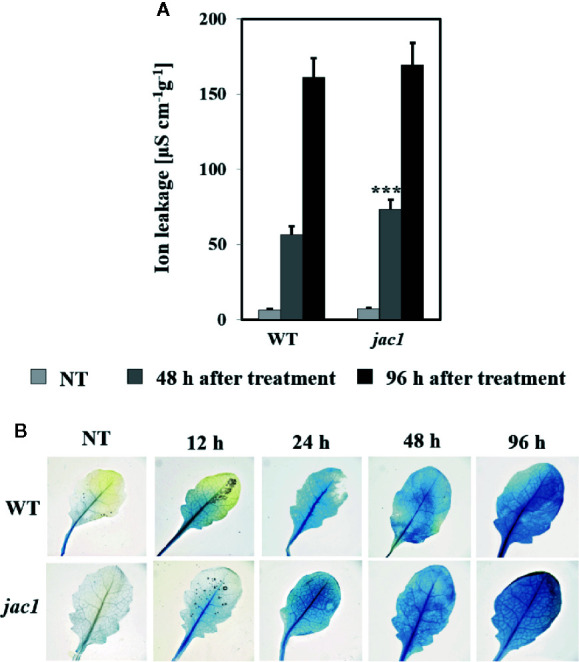
Cell death in 4-week-old *Arabidopsis thaliana* wild type and *jac1* mutant measured for untreated plants (NT) and 48 and 96 h after UV-C exposure (100 mJ cm^-2^). Cell death **(A)** quantified by cellular electrolyte leakage; and **(B)** visualized using Evans blue staining. Values are means (± SD) of 9–12 plants *per* genotype *per* time point from two independent experiments (n=9–12). Asterisks indicate significant difference in comparison with the wild-type plants at the level P < 0.001 (***) according to the Tukey’s HSD test.

### UV-C Stress Reshapes the Arabidopsis Transcriptome

In a next phase, we profiled gene expression changes under UV-C stress using high-throughput mRNA sequencing (RNA-seq). 

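Wild-type and *jac1* plants were sequenced without treatment and 30 min after a UV-C dose of 100 mJ cm-2, with 3 biological replicates in each of the 4 groups. The libraries were made from RNA bound to poly-T beads. The authors aligned the reads to the genome and deposited the number of reads counted on each gene, without normalization. Reads that aligned to several places or overlapped several genes were not counted and the strand of the reads was ignored, so values of genes with close paralogs or an overlapping neighbour are uncertain. The reads counted per sample ranged from 34496078 to 40445085 in the non-treated wild type (median 38628961) and from 33999174 to 39098227 in non-treated *jac1* (median 35785424). After UV-C they ranged from 20897905 to 24461667 in the wild type (median 23544754) and from 21939540 to 27194762 in *jac1* (median 24489494). Counts were normalized by edgeR's TMM method and the 4 groups were fitted together. DEGs were the genes with a false discovery rate under 0.01 and an absolute log2 FC over 1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is two-sided. Values per group are CPM with TMM factors, given as mean ± SD (n = 3).
*JAC1* (AT1G75100) lies on chromosome 1 from 28190740 to 28194068. Its expression was 93.7 ± 5.55 CPM in the non-treated wild type and 151 ± 14.0 CPM in non-treated *jac1*, a log2 FC of 0.69 (standard error 0.081, adjusted p = 5.39e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After UV-C it was 143 ± 12.9 CPM in the wild type and 173 ± 7.37 CPM in *jac1*, a log2 FC of 0.27 (adjusted p = 0.0153 from the same test). With libraries scaled by their size alone, the log2 FC was 0.59 without treatment and 0.013 after UV-C (adjusted p = 7.69e-05 and 0.893 from the same test). The difference after UV-C therefore depends on the TMM factors. With neither scaling was mean *JAC1* expression lower in *jac1*, so it does not show by itself which libraries carry the mutation. AT1G75945, on chromosome 1 from 28515245 to 28515916, was higher in each *jac1* library than in each wild-type library of the same treatment, with 0.256 ± 0.126 CPM in the non-treated wild type and 10.2 ± 0.737 CPM in non-treated *jac1*.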

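Between UV-C treated and non-treated wild-type plants, 1866 of the 20104 genes tested were DEGs. With the likelihood ratio test and robust dispersions in place of the quasi-likelihood test the number was 2143, of which 1839 were among the 1866. A test against an absolute log2 FC of 1 (edgeR's glmTreat) moved the number most, to 785. With each of the 12 samples left out in turn, between 1627 and 1897 genes were DEGs. *YLS8* (AT5G08290), the reference gene of the qPCR assays, had a log2 FC of 0.12 (standard error 0.054, adjusted p = 0.0881 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its sign reversed when libraries were scaled by their size alone.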

In the wild type, UV-C treatment resulted in 2,094 differentially expressed genes (DEGs) (FDR < 0.01, absolute log2 fold change (FC) > 1) (**Supplementary Data Sheet 2**). 

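Expression was higher after UV-C for 1411 of the DEGs and lower for 455, so 75.6% rose. Scaling by library size alone moved the median log2 FC of all genes tested to -0.15 and the share that rose to 62.1%.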

In total, 1,579 of these DEGs (75.4%) showed higher expression level after UV-C treatment. Gene set enrichment demonstrated that many DEGs encode membrane, cell wall and chloroplast proteins, especially those integral to thylakoids (**Supplementary Data Sheet 3**). 

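The supplementary sheet gives the genes of each enriched term, for the largest terms only the first 40, and each gene on it is one of the paper's own DEGs. Of the 40 genes shown for membrane, 34 were DEGs here (27 higher, 7 lower). Of the 39 tested among those shown for cell wall, 34 were DEGs here (28 higher, 6 lower). Of the 40 shown for the chloroplast thylakoid membrane, 36 were DEGs here (31 higher, 5 lower), and of the 33 listed for photosystem II, 32 were DEGs here (30 higher, 2 lower). All 18 genes listed for the plastid ribosome were higher after UV-C.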

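After UV-C, the 73 chloroplast-encoded genes that could be tested were all DEGs with higher expression in the wild type, with a median log2 FC of 6.27 and a highest adjusted p of 7.05e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The smallest change was that of *rpl32*, 1.61, and the largest that of *rbcL*, 8.65 (standard error 0.19). *rbcL*, on the chloroplast genome from 54958 to 56397, had 15.5 ± 2.82 CPM before UV-C and 6237 ± 791 CPM after it. All 12 fits that each left out one sample gave 73 such genes. Among nuclear genes, 1329 of 20021 were DEGs with higher expression (two-sided Fisher's exact test, p = 6.56e-86). That test treats genes measured in the same libraries as independent, so its p does not measure the spread between samples. In 6 of the 73 genes no non-treated wild-type sample had more than 3 reads, so their fold changes are uncertain. Over the 65 genes with more than 3 reads in some non-treated sample of each genotype, the median log2 FC was also 6.27. Chloroplast-encoded genes took 0.0182 ± 0.00170% of the counts in the non-treated wild type and 2.06 ± 0.252% after UV-C (two-sided exact permutation test, p = 0.1, the smallest that 3 samples against 3 allow). In the same libraries the nuclear 18S rRNA gene AT3G41768 went from 0.00992 ± 0.00117% to 2.44 ± 0.107% of the counts. All mitochondrion-encoded genes together went from 0.00695 ± 0.000429% to 0.483 ± 0.0668%. Nuclear snoRNA genes went from 0.00501 ± 0.000398% to 0.00745 ± 0.00118%, and nuclear snRNA genes from 0.000678 ± 5.897e-05% to 0.00208 ± 0.000374%. The rise of chloroplast-encoded transcripts cannot be told apart from a change in how much RNA without poly-A tails entered the UV-C libraries.

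**Figure D1:**
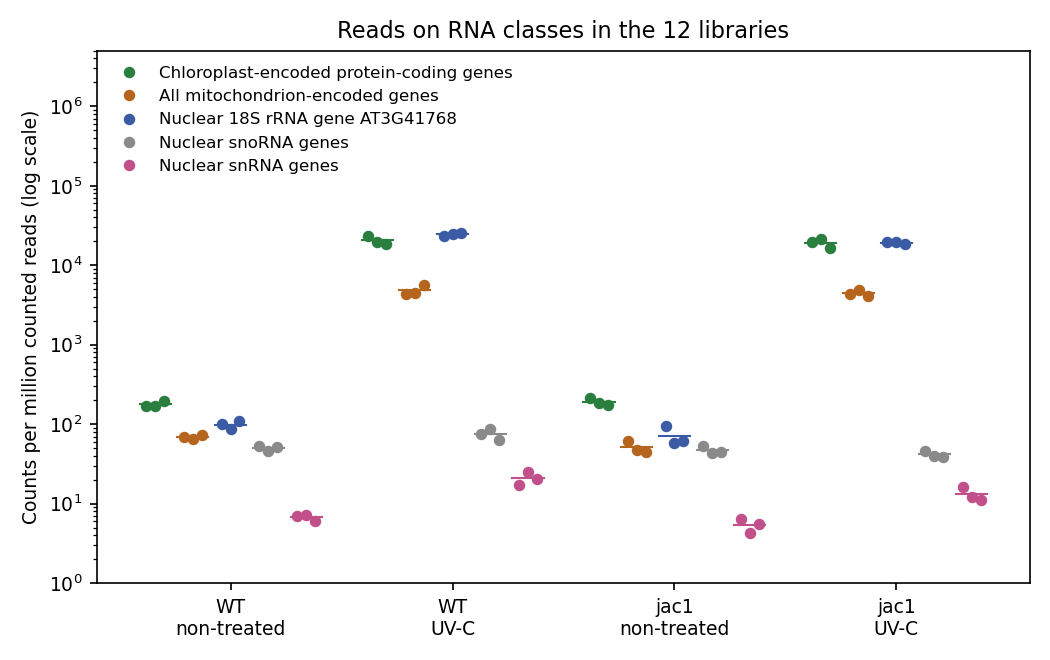
Counts on classes of RNA in each of the 12 libraries, as CPM on library size only (log scale), by genotype and treatment. Points are libraries and short lines are means of 3. In the wild type the mean of chloroplast-encoded protein-coding genes goes from 177 to 20490 CPM with UV-C and that of the 18S rRNA gene from 99.2 to 24440 CPM, while snoRNA genes go from 50.1 to 74.5 CPM and snRNA genes from 6.78 to 20.8 CPM.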

Interestingly, 73 genes encoded by chloroplast genome were highly upregulated after UV-C treatment (**Supplementary Table 1**). In addition, amongst the DEGs, there were many genes encoding stress-responsive proteins, including transcription factors and proteins possessing oxidoreductase activity (**Supplementary Data Sheet 3**). 

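Of the 226 genes that the MapMan sheet lists under regulation of transcription, 192 were DEGs here, 135 with higher and 57 with lower expression after UV-C. The lowest p among those that rose was that of *ZAT7* (AT3G46090), with a log2 FC of 6.65 (standard error 0.17, adjusted p = 2.22e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among those that fell it was that of *BBX15* (AT1G25440), with -2.08 (standard error 0.062, adjusted p = 9.54e-12 from the same test). Of the 38 genes tested among those shown for oxidoreductase activity, 30 were DEGs here (25 higher, 5 lower), and of the 39 for response to oxidative stress, 33 were DEGs here (31 higher, 2 lower).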

There was also an enrichment of genes encoding tetrapyrrole (including chlorophyll)-binding proteins, light-harvesting complex proteins and photosystems subunits (**Supplementary Figure 5**), as well as biotic- and abiotic-stress responsive proteins (**Supplementary Figure 6**), mitochondrial electron transport chain proteins (**Supplementary Figure 7**), cell wall modification proteins, proteins involved in hormone and redox homeostasis, and protein modifying/degrading enzymes (**Supplementary Figure 8**). These results indicate that UV-C treatment in wild-type plants has pronounced effects on gene expression level.

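The 23 genes listed for chlorophyll binding were all DEGs here (22 higher, 1 lower after UV-C). The 62 genes listed under photosynthesis included 43 chloroplast-encoded ones, all higher after UV-C, and 19 nuclear ones, of which 15 were higher and 3 lower. Among nuclear light-harvesting complex genes, *LHCA3* had a log2 FC of 1.11, *LHCB3* one of 2.59 and *LHCB1.1* one of 2.95, the last from reads that its paralogs do not share. DEGs numbered 76 of 81 (62 higher, 14 lower) for biotic stress, 36 of 41 (24 higher, 12 lower) for abiotic stress, 46 of 50 (35 higher, 11 lower) for cell wall, 76 of 89 (56 higher, 20 lower) for hormone metabolism, 20 of 24 (17 higher, 3 lower) for redox regulation, 38 of 45 (27 higher, 11 lower) for protein modification and 87 of 99 (61 higher, 26 lower) for protein degradation. Of the genes listed for the mitochondrial electron transport chain, 15 could be tested and 13 were DEGs with higher expression, 7 of them encoded in the mitochondrion. *GRX480* (AT1G28480), the redox gene with the lowest p among those that rose, had a log2 FC of 7.00 (standard error 0.40, adjusted p = 7.88e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).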

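The largest decreases among the genes with at least 1 CPM on average were those of *ELF4* (AT2G40080), with a log2 FC of -5.07, AT1G07050, with -4.46, and AT2G23910, with -4.09 (standard errors 0.32, 0.23 and 0.30), among genes whose UV-C treated and non-treated samples did not overlap. *ERF13* (AT2G44840), listed under hormone metabolism, had 7.54. In *jac1*, 2758 genes were DEGs between UV-C treated and non-treated plants (1803 higher, 955 lower), and 1263 of them were also DEGs in the wild type, 1243 in the same direction. The paper reads its results as pronounced effects of UV-C on gene expression in wild-type plants.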

### Changes in *jac1* Transcriptome in Non-Stress and After Oxidative Stress Conditions

Under control conditions, 558 DEGs were apparent in *jac1* in comparison to the wild type (FDR < 0.01, |log2 FC| > 1) (**Supplementary Data Sheet 2**). 

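Between non-treated *jac1* and wild-type plants, 391 genes were DEGs, 207 with higher and 184 with lower expression in *jac1*. The likelihood ratio test gave 579 DEGs, 381 of them among the 391, and glmTreat gave 67. Leaving out each sample in turn gave between 298 and 405 DEGs. Scaled by library size alone, the median log2 FC of all genes tested was -0.11, and 40.5% of the DEGs were higher in *jac1* against 52.9% with TMM. Among the largest increases were AT1G75945, with a log2 FC of 5.28 (standard error 0.22, adjusted p = 1.11e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), AT3G09450, with 4.97, and *CIPK20* (AT5G45820), with 4.03. Among the largest decreases were AT5G22430, with -5.12, and AT2G20870, with -4.98.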

Enrichment analysis showed that relatively high proportion of DEGs encoded extracellular (16%) and cell wall (6%) proteins (**Supplementary Data Sheet 4**). 

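Of the 40 genes that the supplementary sheet shows for the extracellular region, 27 were DEGs here (14 higher, 13 lower). Of the 33 listed for cell wall, 25 were DEGs here (20 higher, 5 lower).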

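The circadian rhythm term of the supplementary sheet lists 28 genes for non-treated *jac1* against the wild type, of which 24 were DEGs here (11 higher, 13 lower). Response to light intensity lists 16 genes, of which 12 were DEGs here (11 higher, 1 lower), and of the 40 shown for response to light stimulus, 30 were DEGs here (25 higher, 5 lower). Regulation of transcription holds 95 genes in the MapMan sheet, with 27 DEGs higher and 29 lower. Clock genes were also examined as a list of 9 morning-phased and 10 evening-phased genes. *CCA1* (AT2G46830) and *LHY* (AT1G01060) were higher in *jac1*, with log2 FCs of 1.74 and 1.57 (adjusted p = 0.000305 and 1.57e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *LNK2* (AT3G54500) had 2.95. *TOC1* (AT5G61380), *PRR5* (AT5G24470) and *ELF4* (AT2G40080) were lower, with -1.87, -3.88 and -4.08 (adjusted p = 1.22e-08, 1.46e-08 and 3.25e-07 from the same test). Of the 19 genes 14 were DEGs, and 14 when the adjustment was made over the list alone. The mean log2 FC was 1.51 over the morning genes and -1.87 over 9 evening genes, without *FKF1*, for which no non-treated *jac1* sample had more than 3 reads. The sign reversed under at least one alternative for *PRR9* (AT2G46790) and *ZTL* (AT5G57360), neither of which was a DEG with the quasi-likelihood test, while *PRR9* was one with the likelihood ratio test.

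**Figure D2:**
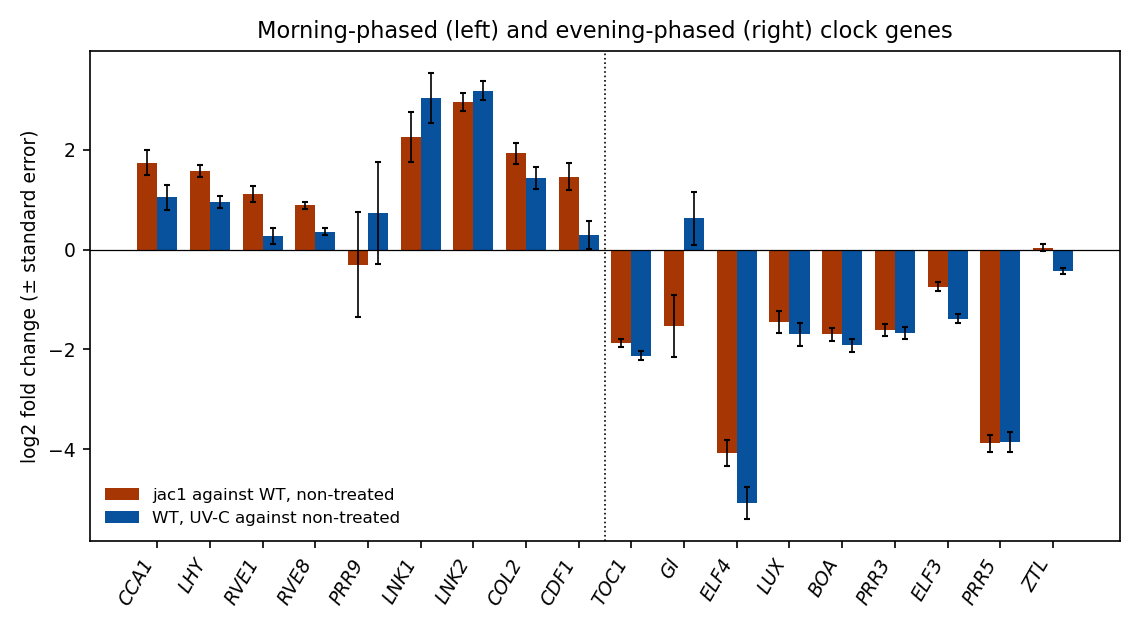
Log2 FCs of morning-phased genes (left of the dotted line) and evening-phased genes (right), as bars with standard errors, for *jac1* against the wild type without treatment and for UV-C treated against non-treated wild type. *FKF1* is not drawn because no non-treated *jac1* sample had more than 3 reads on it. *PRR5* has -3.88 in the first comparison and -3.86 in the second, and *LNK2* 2.95 and 3.19.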

In terms of biological processes, *jac1* mutant, in relation to the wild type, demonstrated changes in expression level of genes encoding proteins involved in abiotic stresses (mainly light-induced stress), circadian rhythm and transcriptional regulation (**Supplementary Data Sheet 4**). 

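In non-treated plants, the 10 genes that the MapMan sheet lists under photosynthesis for *jac1* against the wild type were all DEGs here, 9 of them higher in *jac1*. The lower one was *FBA5* (AT4G26530), with a log2 FC of -1.11. Of the 22 genes listed for response to oxidative stress, 13 were DEGs here (9 higher, 4 lower).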

Given the observed redox- and photosynthetic-related changes in non-stressed *jac1*, we inspected the gene expression of several photosynthetic components and redox homeostasis enzymes. We observed induced expression of both LHCI (LHCA1, LHCA4) and LHCII (LHCB1.1, LHCB1.2, LHCB1.4, LHCB2.1, LHCB2.2, LHCB2.3, LHCB3) components in *jac1*, in comparison to the wild type (**Supplementary Data Sheet 4**). Furthermore, in non-stress conditions we found five DEGs involved in redox regulation, encoding thioredoxins, glutaredoxins, and enzymes involved in ascorbate and glutathione metabolism. 

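*LHCB1.1* (AT1G29920) had the largest change of the 9 genes, a log2 FC of 2.56 (standard error 0.18, adjusted p = 6.87e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *LHCA4* (AT3G47470) the smallest, 1.26 (standard error 0.13, adjusted p = 1.53e-05 from the same test). The others were 1.27 for *LHCA1*, 1.39 for *LHCB1.2*, 1.502 for *LHCB1.4*, 2.07 for *LHCB2.1*, 2.41 for *LHCB2.2*, 2.41 for *LHCB2.3* and 1.70 for *LHCB3*. *LHCB2.3* (AT3G27690) had 159 ± 44.2 CPM in the wild type and 848 ± 83.8 CPM in *jac1*. All 9 were DEGs under each of the 23 alternatives computed for single genes, which leave out glmTreat. All 9 were also DEGs when the adjustment was made over these genes alone, which the paper had itself called. Reads shared by paralogs of the *LHCB1* and *LHCB2* subfamilies were not counted, so the values of single members are uncertain. All 9 genes also rose with UV-C in the wild type, by 1.88 for *LHCA1* to 2.95 for *LHCB1.1*. Both comparisons share the non-treated wild-type samples, and clock genes differed in both. Another harvest time of these samples therefore cannot be told apart from an effect of the mutation here. The comparison after UV-C, given below, does not use these samples.

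**Figure D3:**
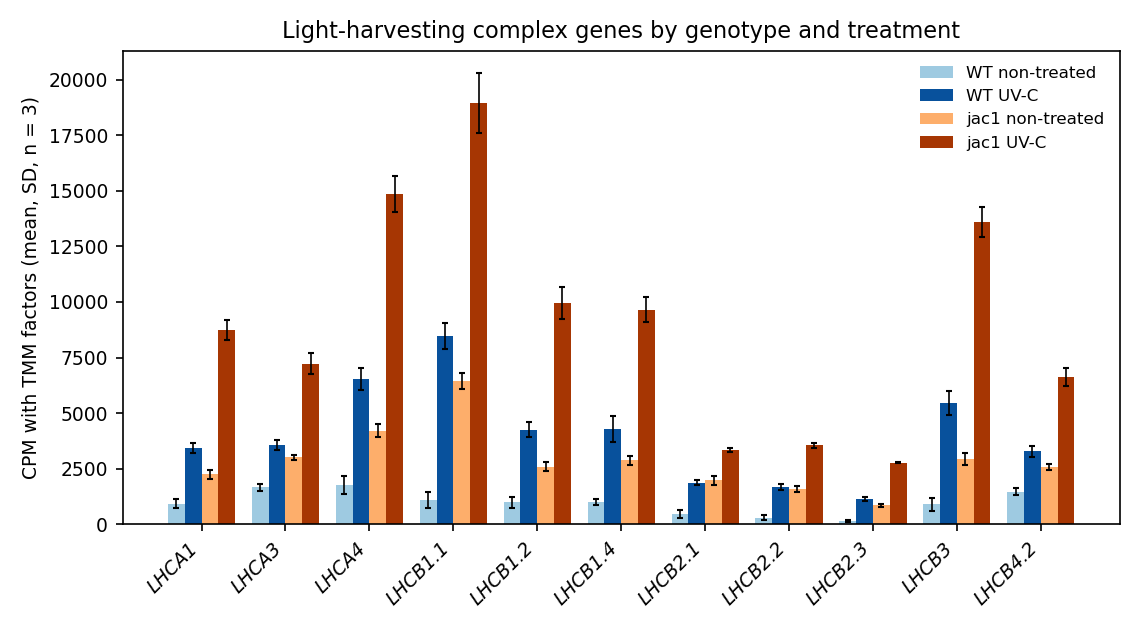
Expression of light-harvesting complex genes in CPM with TMM factors, by genotype and treatment. Bars are means of 3 samples and error bars are SDs. *LHCB3* has 905 CPM in the non-treated wild type, 2940 in non-treated *jac1*, 5453 in the UV-C treated wild type and 13600 in UV-C treated *jac1*.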

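Of the 5 redox genes on the MapMan sheet, 3 were DEGs here (2 higher, 1 lower in *jac1*), and 5 were with the likelihood ratio test. *APRL6* (AT4G08930) had a log2 FC of 1.11 (standard error 0.10, adjusted p = 6.61e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *WCRKC1* (AT5G06690) one of -1.27 (standard error 0.096, adjusted p = 1.33e-06 from the same test).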

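*ATMDAR* (AT3G09940), on chromosome 3 from 3056375 to 3059244, had 1.06 ± 0.967 CPM in the non-treated wild type and 3.00 ± 1.42 CPM in non-treated *jac1*. Its log2 FC was 1.495 (standard error 0.61, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it was not a DEG, and the samples of the 2 groups overlapped. Leaving out each sample in turn moved the log2 FC between 1.09 and 2.51. The likelihood ratio test was the only alternative under which it was a DEG, with a log2 FC of 2.04 (adjusted p = 0.00157).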

For instance, monodehydroascorbate reductase (ATMDAR, AT3G09940) was highly induced in *jac1* background. This enzyme takes part in ascorbate recovery, which provides reducing power to APX. In addition, we observed a relatively high number of DEGs encoding cell wall modifying enzymes in non-treated *jac1*, compared to the wild type. 

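Of the 25 genes that the MapMan sheet lists under cell wall, 21 were DEGs (17 higher, 4 lower in *jac1*). Among the higher ones the lowest p was that of *BXL1* (AT5G49360), with a log2 FC of 1.78 (standard error 0.18, adjusted p = 1.83e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the lower ones it was that of AT2G15880, with -1.55 (standard error 0.15, adjusted p = 1.24e-05 from the same test).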

Also, genes encoding proteins involved in proteolysis and signalling, especially light- and calcium-induced signal transduction demonstrated changed expression in *jac1*, in relation to wild-type plants. 

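For protein degradation 15 of 21 (6 higher, 9 lower) listed genes were DEGs, and *SCPL49* (AT3G10410) had a log2 FC of -1.06 (adjusted p = 2.13e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For signalling 19 of 32 (16 higher, 3 lower) were, among them 4 of 5 (2 higher, 2 lower) for light signalling, 5 of 10 (5 higher, 0 lower) for calcium signalling and 5 of 11 (4 higher, 1 lower) receptor kinases. The signalling gene AT1G55960 had a log2 FC of 2.15 (adjusted p = 1.99e-06 from the same test).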

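Log2 FCs in non-treated *jac1* against the wild type were above 0 for all 7 calcium signalling genes. *CAM9* (AT3G51920), with 47.1 ± 5.34 CPM in the wild type and 102 ± 11.1 CPM in *jac1*, had 1.11 (standard error 0.11, adjusted p = 9.2e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AT5G54130 had 1.15 (adjusted p = 0.000123 from the same test). Both were DEGs in all 12 fits that left out a sample. *CML23* (AT1G66400) had 1.28 (adjusted p = 0.00879 from the same test) and was a DEG in 3 of those fits. *CML23* was not one with libraries scaled by their size alone or with only the non-treated samples fitted. Nor was it one with the number in the library names as a replicate block. *MSS3* (AT2G43290) with 0.90, *TCH2* (AT5G37770) with 0.83 and *TCH3* (AT2G41100) with 0.90 had adjusted p = 0.000772, 0.00645 and 0.00398 from the same test but stayed under a log2 FC of 1. *SARD1* (AT1G73805) had 0.96 (adjusted p = 0.0867 from the same test). Of the 7 genes 3 were DEGs, and 3 when the adjustment was made over these genes alone. The likelihood ratio test gave 1.07 for *MSS3*, 1.02 for *TCH2*, 1.11 for *TCH3* and 1.12 for *SARD1*, and made these genes DEGs. Between the same plants, 14 other genes that respond to touch, cold or wounding had a median log2 FC of 0.65, with 11 higher and 3 lower in *jac1*.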

Interestingly, seven genes involved in calcium signalling expressed in stomata guard cells were significantly induced in *jac1* when compared to the wild type (**Supplementary Data Sheet 4**): *MULTICOPY SUPPRESSORS OF SNF4 DEFICIENCY IN YEAST 3* (AT2G43290), calmodulin binding *SAR DEFICIENT 1* (AT1G73805), *CALMODULIN LIKE 23* (AT1G66400), *CALMODULIN 9* (AT3G51920), *TOUCH 2* (AT5G37770), *TOUCH 3* (AT2G41100) and a calcium-binding endonuclease/exonuclease/phosphatase family gene (AT5G54130) (Obulareddy et al., 2013). Moreover, a gene encoding calcium-binding EF hand family protein (AT4G27280), engaged in stomata movements (Cominelli et al., 2005) was up-regulated in *jac1*, compared to the wild type. 

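AT4G27280, on chromosome 4 from 13663415 to 13664621, had 6.47 ± 3.49 CPM in the non-treated wild type and 18.2 ± 7.29 CPM in non-treated *jac1*. With a log2 FC of 1.49 (standard error 0.32, adjusted p = 0.00549 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) it was a DEG, which held in 8 of the 12 fits that left out a sample. The fits that lost it left out wild-type non-treated replicate 1 or 3, or *jac1* non-treated replicate 1 or 2. It was not a DEG when only the non-treated samples were fitted, or with the number in the library names as a replicate block.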

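In non-treated plants, *CLCB* (AT3G27170) had 3.76 ± 0.691 CPM in the wild type and 19.4 ± 3.66 CPM in *jac1*, a log2 FC of 2.38 (standard error 0.15, adjusted p = 3.25e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PIP2* (AT3G53420) had 458 ± 24.9 and 976 ± 87.3 CPM, a log2 FC of 1.09 (standard error 0.099, adjusted p = 6.61e-06 from the same test), and *RD28* (AT2G37180) had 14.3 ± 2.71 and 28.9 ± 2.03 CPM, a log2 FC of 1.02 (standard error 0.20, adjusted p = 0.00286 from the same test). *CLCB* was a DEG under all 23 alternatives computed for single genes, which leave out glmTreat. *PIP2* and *RD28* were not when libraries were scaled by their size alone. *RD28* was a DEG in 8 of the 12 fits that left out a sample, but not with the number in the library names as a replicate block. The fits that lost *RD28* left out wild-type non-treated replicate 1 or 2, or *jac1* non-treated replicate 2 or 3.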

CHLORIDE CHANNEL B (AT3G27170), and two water channels, PLASMA MEMBRANE INTRINSIC PROTEIN 2 (AT3G53420) and RESPONSIVE TO DESICCATION 28 (AT2G37180), all expressed in guard cells (Obulareddy et al., 2013; Wang et al., 2016), also demonstrated significantly higher expression level in *jac1* mutant, compared to wild-type counterparts.

After UV-C stress, *jac1* displayed 1,017 DEGs in comparison to wild-type plants (**Supplementary Data Sheet 2**). 

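Between UV-C treated *jac1* and wild-type plants, 846 genes were DEGs, 507 higher and 339 lower in *jac1*. With the likelihood ratio test there were 1039 DEGs, 824 of them among the 846, glmTreat gave 142, and leaving out each sample in turn gave between 691 and 867. Scaling by library size alone moved the median log2 FC of all genes tested to -0.27, the number of DEGs to 1275 and the share higher in *jac1* from 59.9% to 23.2%. Of the 846 genes, 119 were also DEGs between the non-treated genotypes, 94 of them in the same direction. *ERF53* (AT2G20880), with a log2 FC of 5.00 (standard error 0.66, adjusted p = 5.11e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AT4G28140, with 4.73, were among the largest increases. AT2G20870, with -3.67, was among the largest decreases.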

Within the “cellular component” category we observed enrichment in genes encoding components of cell wall, plasma membrane and photosystems (**Supplementary Data Sheet 5**). 

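Of the 39 genes that the supplementary sheet lists for cell wall, 30 were DEGs here (21 higher, 9 lower) in UV-C treated *jac1*. Of the 12 listed as integral to the plasma membrane, 11 were DEGs here (6 higher, 5 lower), and of the 12 for photosystem, 12 were DEGs here (10 higher, 2 lower).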

DEGs in UV-treated *jac1* *versus* UV-treated wild type were over-represented by genes encoding proteins engaged in response to stimulus (especially abiotic stress), and response to hormones. 

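Among the first 40 genes that the sheet shows for response to stimulus, 37 were DEGs here (32 higher, 5 lower) in UV-C treated *jac1*. All 40 shown for response to abiotic stimulus were higher, and of the 40 for response to hormone, 37 were DEGs here (28 higher, 9 lower). For abiotic stress on the MapMan sheet 27 of 29 (20 higher, 7 lower) were DEGs, and for hormone metabolism 34 of 41 (25 higher, 9 lower). *J8* (AT1G80920) had a log2 FC of 1.87 (standard error 0.084, adjusted p = 6.08e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).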

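*CAT3* (AT1G20620), on chromosome 1 from 7142972 to 7146540, had 1473 ± 119 CPM in the UV-C treated wild type and 3167 ± 349 CPM in UV-C treated *jac1*, a log2 FC of 1.104 (standard error 0.087, adjusted p = 5.73e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *GolS2* (AT1G56600) had 4.47 ± 1.21 and 13.1 ± 2.86 CPM, a log2 FC of 1.55 (standard error 0.22, adjusted p = 8.89e-05 from the same test). *GolS3* (AT1G09350) had 3.92 ± 0.387 and 10.9 ± 3.67 CPM, a log2 FC of 1.48 (standard error 0.21, adjusted p = 9.92e-05 from the same test). *CAT3*, *GolS2* and *GolS3* were DEGs in each of the 12 fits that left out a sample, and *CAT3* was not when libraries were scaled by their size alone.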

Among stress-related genes, we identified genes encoding proteins involved in oxidative stress signalling and response, such as catalase 3 (CAT3, AT1G20620), galactinol synthase 2 (GolS2, AT1G56600), and GolS3 (AT1G09350) to be up-regulated, in comparison to the wild type (Sun et al., 2013; Song et al., 2016; Selvaraj et al., 2017). Moreover, significantly changed expression level in UV-C treated *jac1* background, in relation to the wild type, included genes encoding transcription factors (10% of all the DEGs), enzymes with oxidoreductase activity (8% of all the DEGs), tetrapyrole-binding proteins (3% of all the DEGs). Furthermore, MapMan categorization proved that after UV-C stress in *jac1* mutant, compared to wild-type plants, there were a lot of genes (both up- and down-regulated) encoding proteins involved in signal transduction (i.e. receptor kinases, proteins involved in light-, calcium-dependent signalling), intra- and inter-cellular transport, protein degradation and development (i.e. senescence-associated genes) (**Supplementary Data Sheet 5**). 

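For regulation of transcription 89 of 114 (46 higher, 43 lower) genes on the MapMan sheet were DEGs in this comparison. *MYBL2* (AT1G71030) had a log2 FC of 2.80 (standard error 0.12, adjusted p = 3.55e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and *RVE2* (AT5G37260) one of -2.67 (standard error 0.099, adjusted p = 1.4e-09 from the same test). Of the 40 genes shown for oxidoreductase activity, 32 were DEGs here (22 higher, 10 lower), and of the 31 for tetrapyrrole binding, 27 were DEGs here (22 higher, 5 lower).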

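DEGs in UV-C treated *jac1* numbered 44 of 53 (29 higher, 15 lower) for signalling, with 14 of 20 (8 higher, 6 lower) receptor kinases, 9 of 9 (8 higher, 1 lower) for light signalling and 10 of 11 (5 higher, 5 lower) for calcium signalling. They numbered 43 of 52 (23 higher, 20 lower) for transport, 34 of 43 (24 higher, 10 lower) for protein degradation and 47 of 57 (22 higher, 25 lower) for development. The signalling gene *PIF4* (AT2G43010) had a log2 FC of 2.54 (standard error 0.11, adjusted p = 4.11e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *SEN1* (AT4G35770), under development, 2.87, and the transport genes *PMT6* (AT4G36670) and *PTR4* (AT2G02020) 2.35 and -2.20.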

After UV-C treatment, similarly to non-treated samples, *jac1* demonstrated higher expression level of LHCI (LHCA1, LHCA3, LHCA4) and LHCII (LHCB1.1, LHCB1.2, LHCB1.4, LHCB2.2, LHCB2.4, LHCB3, LHCB4.2) components.

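Of the 10 genes, *LHCA1* (AT3G54890) had the largest log2 FC after UV-C, 1.34 (standard error 0.12, adjusted p = 2.39e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *LHCA3* (AT1G61520) the smallest, 1.01 (standard error 0.078, adjusted p = 4.67e-07 from the same test). The others were 1.19 for *LHCA4*, 1.16 for *LHCB1.1*, 1.23 for *LHCB1.2*, 1.17 for *LHCB1.4*, 1.08 for *LHCB2.2*, 1.29 for *LHCB2.3*, 1.32 for *LHCB3* and 1.02 for *LHCB4.2*, where *LHCB2.3* and *LHCB2.4* are the same gene, AT3G27690. All 10 were DEGs, and 10 with the adjustment made over these genes alone. When libraries were scaled by their size alone, *LHCA3*, *LHCA4*, *LHCB1.1*, *LHCB1.2*, *LHCB1.4*, *LHCB2.2* and *LHCB4.2* were no longer DEGs, and with DESeq2 or its size factors *LHCA3* and *LHCB4.2* were not. Of the 12 fits that left out a sample, *LHCA3* was a DEG in 9 and *LHCB4.2* in 10. Both were lost without wild-type UV-C replicate 1 and without *jac1* UV-C replicate 1, and *LHCA3* also without wild-type non-treated replicate 1. Each gene stayed higher in *jac1* under every scaling tried.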

## Discussion

Under variable natural conditions plants need to optimize the absorption of light in order to efficiently perform photosynthetic reactions. EEE, which is the energy absorbed in excess, may lead to photoinhibition, photosystem damage, chloroplasts disruption, and finally to cell death. Thus, plants are equipped in various avoidance and dissipation mechanisms that enable them to protect photosynthetic apparatus from EEE and perform optimal, condition-dependent photosynthesis.

Among the EEE protective mechanisms we can distinguish chloroplast movements, NPQ, and state-transitions (Karpiński et al., 2013; Gawroński et al., 2014; Gilroy et al., 2016; Czarnocka and Karpiński, 2018; Górecka et al., 2020). Chloroplast accumulation and avoidance response are dependent on blue light and UV-A/B radiation receptors, phototropins, and a non-receptor protein, JAC1 (Suetsugu et al., 2005; Kodama et al., 2010; Ichikawa et al., 2011). Even though the JAC1 function was well described in terms of chloroplast movements, so far little was known about its involvement in photosynthetic reactions, response to EEE and cell death.

The analysis of chlorophyll *a* fluorescence performed in this study proved that *jac1* mutant has elevated value of maximum quantum efficiency of PSII (*F_v_/F_m_*), more active centres, better connectivity between the structurally heterogeneous PSII units and lower Q_A_ pool reduction, compared to the wild type. The results indicate that even though the mutation in JAC1 positively influences PSII maximum quantum efficiency (*F_v_/F_m_*), it has negative impact on the conversion of the absorbed photon energy into photochemistry (*qP*). Higher *F_v_/F_m_* in *jac1*, compared to the wild type, may be connected with the lack of chloroplast accumulation ability and thus the need of induced potential photosynthetic efficiency and suggests that the *jac1* mutant has elevated capacity of acclimation to variable light conditions, in relation to the wild type. Moreover, higher *F_v_/F_m_* in *jac1* *versus* wild type was in agreement with elevated level of total chlorophyll and up-regulation of genes encoding LHC subunits.

We also observed decreased values of NPQ in *jac1* mutant, compared to the wild type, which well corresponded with decreased xanthophyll pigments level. Xanthophyll pigments are involved in light energy dissipation during violaxanthin-antheraxanthin-zeaxanthin (VAZ) cycle (Demmig-Adams and Adams, 1992) and thus protect plants against photodamage (Havaux and Niyogi, 1999). Lower NPQ value and reduced content of xanthophyll pigments in *jac1*, in relation to the wild type, may be caused by the defects in *jac1* chloroplasts photorelocation. Because the *jac1* chloroplasts are constantly located close to the anticlinal cell walls, low light-acclimated mutant has less necessity in energy quenching. These results indicate that JAC1-dependent chloroplast movement positively influences non-photochemical reaction rates and light energy dissipation.

Most importantly, we proved that apart from positively affecting photosynthetic electron transport, JAC1 negatively influences plant CO_2_ uptake. The *jac1* mutant demonstrated significantly elevated CO_2_ uptake rate, compared to the wild type, especially in higher light intensities. This observation was most probably caused by the chloroplasts inhibited mobility. It was shown that chloroplast surface area exposed to intercellular airspaces positively correlates with the CO_2_ conductance, and thus it was suggested that chloroplast movement control the CO_2_ uptake by modulating the CO_2_ diffusion path length from intercellular airspaces to the chloroplast stroma (Terashima et al., 2006). It was also proven that the chloroplast avoidance response decreases the internal conductance to CO_2_ diffusion in Arabidopsis leaves (Tholen et al., 2008). Taking into consideration that *jac1* mutant is to some extent disturbed in avoidance response (Kodama et al., 2010; Ichikawa et al., 2011), relatively higher chloroplast surface area should be adjacent to intercellular airspaces, in comparison to wild-type plants, especially in high light intensities. Therefore, the diffusion path length of CO_2_ to the chloroplast stroma may be lower in *jac1*, in relation to control plants, which can be one of the factors increasing the CO_2_ uptake rate in *jac1* mutant. Furthermore, higher variation of CO_2_ uptake and GH_2_O parameters in a single measuring point in *jac1* mutant, compared to the wild type, suggests that the lack of functional JAC1 affects the ability of whole-leaf stomatal aperture stabilization, most likely due to changes in the guard cells functioning.

Increased CO_2_ uptake rate, correlated with JAC1 absence, was connected with almost three-times elevated water vapor conductance and two-times higher stomatal aperture. 

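Besides non-treated plants, the guard-cell genes were compared between UV-C treated *jac1* and wild type. There *CLCB* (AT3G27170) had a log2 FC of 1.70 and *RD28* (AT2G37180) one of 1.70 (adjusted p = 6.88e-07 and 1.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *PIP2* (AT3G53420) had 0.77 (adjusted p = 4.31e-05 from the same test). AT4G27280 had 0.37 (adjusted p = 0.299 from the same test). Of the calcium signalling genes, *CAM9* had 0.36, *TCH3* 0.13 and *SARD1* 0.018, while AT5G54130 had -0.10, *MSS3* -0.11, *TCH2* -0.29 and *CML23* -0.63.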

Performed transcriptomic profiling showed that many genes, expressed in stomata guard cells and involved in stomata movements, were all up-regulated in *jac1*, compared to wild-type counterparts. These were genes encoding proteins involved in calcium binding (Cominelli et al., 2005; Obulareddy et al., 2013) as well as chloride and water channel proteins (Obulareddy et al., 2013; Wang et al., 2016). Therefore, it indicates that JAC1 activity is genetically coupled with the negative regulation of stomatal conductance, and thus, affects water vapor conductance and CO_2_ uptake rate. We cannot exclude that JAC1 regulates the gene expression directly, because of its possible presence in the nucleus (Suetsugu et al., 2005). Higher stomatal aperture and water vapor conductance in *jac1* mutant were most probably the reason for higher transpiration and water loss. Therefore, JAC1 activity positively influenced water use efficiency (WUE). Despite these changes, we did not observe any statistically important changes in *jac1* mutant size or dry weight, as compared to the wild-type plants. Interestingly, elevated CO_2_ uptake in *jac1* mutant did not correlate with increased biomass production. Our observations are contrary to the study by Gotoh and co-workers (2018), where reduced photosynthesis, CO_2_ uptake, smaller rosette size and lesser biomass production were observed for *jac1* mutant. However, this research was performed in moderate light conditions (120 µmol photons m^-^² s^-^¹), while the experiments described in the current work were all performed for relatively low light conditions (80 µmol photons m^-^² s^-^¹). This may indicate that, similarly to our previous studies on the regulators of EEE responses, such as LSD1 (Wituszyńska et al., 2013b; Wituszyńska et al., 2015), the role of JAC1 may be condition-dependent. Therefore, we postulate that JAC1 may participate in the condition-dependent optimization of the photon energy use in photosynthetic light phase reaction and the CO_2_ uptake.

We have shown before that UV-C treatment induces chloroplast retrograde signalling, causes photoinhibition, photooxidative stress and finally cell death (Rusaczonek et al., 2015; Wituszyńska et al., 2015). Since chloroplast movement is an important mechanism of EEE avoidance, we wanted to define the role of JAC1 protein in the activation of UV-C triggered cellular response. In a very recent study, it was shown that UV-B treatment did not trigger chloroplast rearrangements in the upper parts of palisade cells in the *jac1* mutant, which means that upon UV-B, the *jac1* chloroplasts were stuck and did not demonstrate avoidance response (Hermanowicz et al., 2019). Despite the greater exposure of chloroplasts to UV-C, we demonstrated that the *jac1* mutant had higher values of maximum and operational quantum efficiency of PSII, and the overall leaf photosynthetic capacity (Rfd), when compared to the wild-type counterparts, thus indicating that JAC1 activity negatively affects the PSII protection under UV-C stress. These results suggest that JAC1 influences acclimatory processes, leading to LHCs and PS photo-protection.

When assessing differences in H_2_O_2_ levels and antioxidant enzyme activities in *jac1* mutant and wild type plants after UV-C exposure, *jac1* mutant showed higher level of H_2_O_2_ 12 h after treatment. In contrast, in later time points, H_2_O_2_ levels were decreased, when compared to the wild type. The H_2_O_2_ content 12 h after UV-C exposure corresponded well with the CAT activity, which was higher in *jac1*, when compared to the wild type, and thus processed H_2_O_2_ more efficiently. In fact, transcriptomic profiling proved that the expression of CAT3 (AT1G20620), located in peroxisomes (Li et al., 2015), was up-regulated in *jac1* background after UV-C treatment. 

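Without treatment, *CAT3* had 1573 ± 80.8 CPM in the wild type and 1121 ± 77.3 CPM in *jac1*, a log2 FC of -0.49 (standard error 0.086, adjusted p = 0.00134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With UV-C its log2 FC was 1.498 in *jac1* (adjusted p = 7.99e-09 from the same test) and -0.095 in the wild type (adjusted p = 0.381 from the same test). The interaction, the difference between these responses, was 1.59 (standard error 0.12, adjusted p = 1.36e-06 from the same test).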

Additionally, in non-treated *jac1* we observed higher APX activity, which corresponded with higher expression of monodehydroascorbate reductase (ATMDAR), engaged in ascorbate recovery.

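After UV-C, *ATMDAR* (AT3G09940) had 3.26 ± 1.23 CPM in the wild type and 5.85 ± 3.78 CPM in *jac1*, a log2 FC of 0.83 (standard error 0.58, adjusted p = 0.273 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was a DEG neither here nor between the non-treated genotypes.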

Moreover, UV-induced cell death was more pronounced in *jac1* mutant after 48 h, but not after 96 h post UV-C exposure, which suggests that JAC1 negatively influences the fine-tuning of cell death signalling and progression. The only work so far studying the impact of JAC1 on stress response showed that Arabidopsis line with significantly higher expression of JAC1 demonstrated lower level of aluminium-induced oxidative stress and higher resistance towards Al stress, than the wild-type plants (Ezaki et al., 2007). This study is convergent with our conclusion on the role of JAC1 in the increasing of resistance towards cell death. Interestingly, the expression level of JAC1 demonstrated dynamic pattern, as it was up-regulated 3 and 6 h after UV-C exposure and strongly down-regulated afterwards. It seems that Arabidopsis wild-type plants tend to diminish JAC1 expression to reduce its negative impact on photosynthetic activity and lower the spread of cell death under oxidative stress. All these results indicate that JAC1 is most important at the early stages of photooxidative stress as it is engaged in the fine-tuning of the cellular redox homeostasis and cell death.

In the present work, we also identified genes that are transcriptionally affected by the absence of JAC1 activity. 

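Calcium signalling genes were also compared by their response to UV-C. *CML23* (AT1G66400) had a log2 FC of 2.59 in the wild type and 0.68 in *jac1* (interaction -1.91, adjusted p = 0.00381 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), *TCH2* (AT5G37770) had 2.12 and 0.99 (interaction -1.12, adjusted p = 0.00643 from the same test), and *TCH3* (AT2G41100) had 2.95 and 2.18 (interaction -0.77, adjusted p = 0.0429 from the same test).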

Interestingly, in *jac1* mutant, when compared to the wild type, we found deregulation of many genes encoding proteins engaged in calcium signalling, such as calmodulins (CaMs), CaM-like and CaM-binding proteins. It was previously shown that JAC1 binds calmodulin 1 (CaM1) and CaM-like CML10 (Popescu et al., 2007). 

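The transcript of the calmodulin gene *CAM9* (AT3G51920) had 93.2 ± 11.8 CPM in the UV-C treated wild type and 119.7 ± 7.28 CPM in UV-C treated *jac1*. Its response to UV-C was a log2 FC of 0.99 in the wild type and 0.23 in *jac1*, and the interaction was -0.75 (standard error 0.15, adjusted p = 0.00238 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).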

Here, we prove that the regulation of CaMs is not only at the protein-protein interaction level, but also at the transcriptional stage. Importantly, two times more genes showed significant change in the expression level in UV-C treated *jac1*, compared to the UV-C treated wild type. It may be caused by altered chloroplast positioning in *jac1*, that due to impaired avoidance response capture more UV-C and hence provoke more plastid signals affecting nuclear gene expression. 

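The number of DEGs between *jac1* and the wild type after UV-C was 2.16 times that without treatment, 1.79 times with the likelihood ratio test, 2.09 times with DESeq2 and 3.20 times with libraries scaled by their size alone. The response to UV-C held 1.48 times as many DEGs in *jac1* as in the wild type, and 1.74 times with that scaling. A test of the difference between the responses found 780 DEGs, 425 with a higher and 355 with a lower response in *jac1*. Scaled by library size alone, 36.3% of these DEGs had a higher response against 54.5% with TMM.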

Although we have identified many genes that are influenced by the lack of JAC1 activity, the identification of JAC1-interacting proteins may further clarify the role of JAC1 in chloroplast movement, photosynthetic reactions, stomatal conductance, and stress responses.

In conclusion, we have identified a new role of JAC1 in the photosynthetic apparatus efficiency and plant stomatal conductance and thus CO_2_ uptake. Our results prove that the movements of stomata are genetically coupled with JAC1 activity. From a broader perspective, we demonstrate that chloroplast altered positioning, dependent on JAC1, influences plant photosynthetic performance, H_2_O_2_ foliar levels, antioxidant enzymes activities, and cell death after UV-C photooxidative stress.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Author Contributions

WC, AR, and SK planned the experiments and postulated the hypotheses tested in this paper. WC measured hydrogen peroxide content and activities of antioxidant enzymes, prepared the RNA for NGS sequencing, performed the qPCRs, and analyzed functionally the RNAseq results. AR performed morphological analyses (measured plant size, dry weight, stomatal density), analyzed water use efficiency, chlorophyll *a* fluorescence, and ion leakage. PW did the annotation and statistical analysis of the RNAseq data. MS-R performed analysis of stomatal aperture and Evans Blue staining. WC wrote the manuscript and together with AR prepared the figures. SK and FB reviewed and approved its final version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Novel Role of JAC1 in Influencing Photosynthesis, Stomatal Conductance, and Photooxidative Stress Signalling Pathway in Arabidopsis thaliana
**Source:** Front Plant Sci. 2020 Jul 29;11:1124. doi: 10.3389/fpls.2020.01124
**Supplement:** Supplementary file 1

## Supplementary material

### Novel role of JAC1 in influencing photosynthesis, stomatal conductance and photooxidative stress signalling pathway in *Arabidopsis thaliana*

Czarnocka Weronika <sup>1,2\*</sup>, Rusaczonek Anna <sup>1,2</sup>, Willems Patrick <sup>3,4</sup>, Sujkowska-Rybowska Marzena <sup>1</sup>, Van Breusegem Frank <sup>3,4</sup>, Karpiński Stanisław <sup>2</sup>

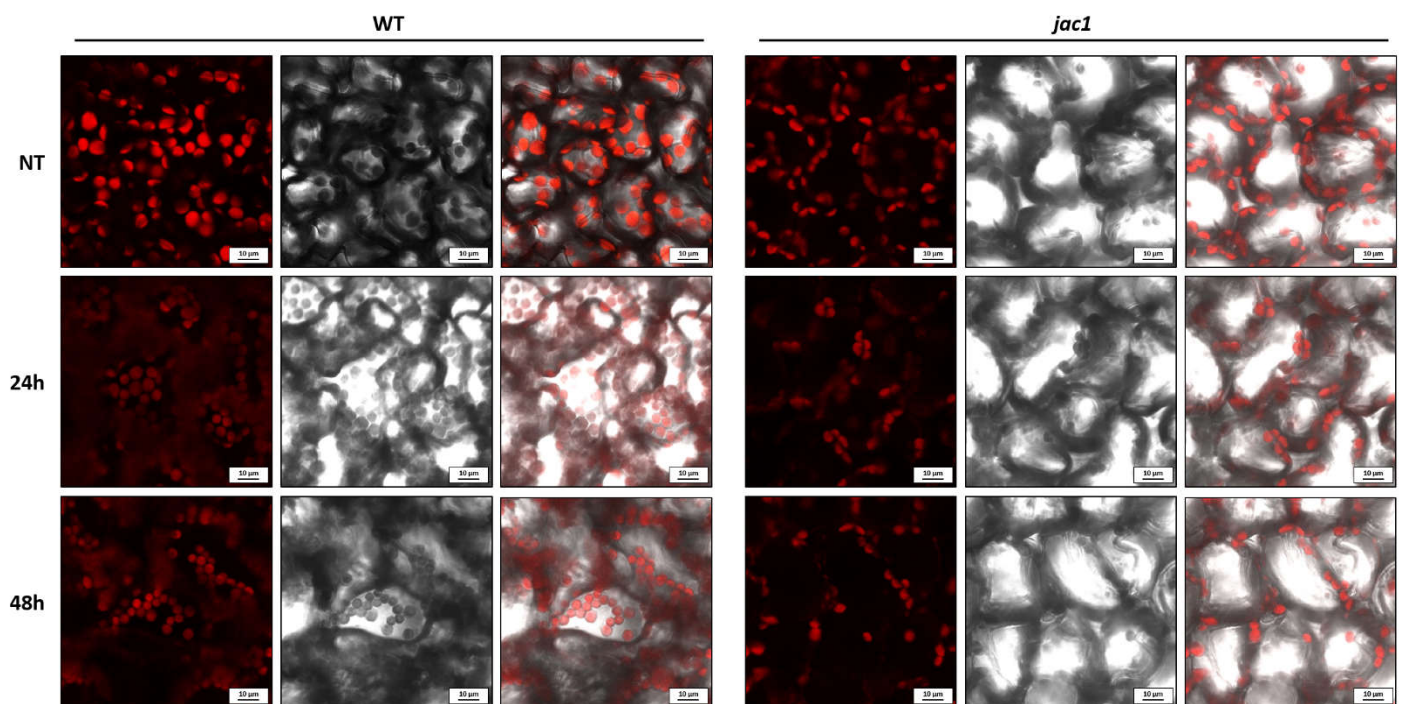

**Supplementary Figure 1.** Intracellular chloroplast location in leaf mesophyll cells of *Arabidopsis thaliana* wild type (WT) and *jac1* mutant, in non-stress (NT) conditions and 24 h and 48 h after UV-C treatment. Chloroplasts were imaged with a confocal microscope, using chlorophyll autofluorescence (in red). Scale bar = 10  $\mu$ m.

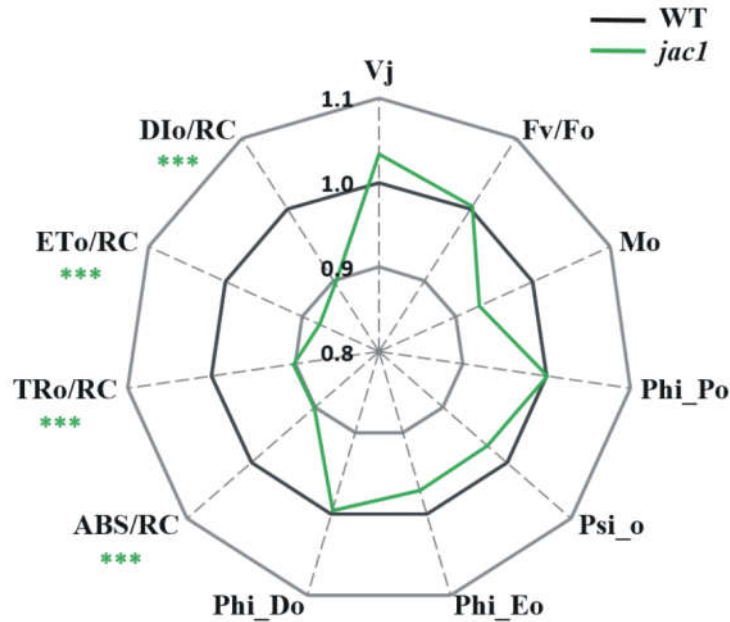

**Supplementary Figure 2.** Fluorescence parameters from the OJIP test for *Arabidopsis thaliana* wild type (WT) and *jac1* mutant. Vj, relative variable fluorescence at the J-step;  $F_v/F_o$ , efficiency of the oxygen-evolving complex; Mo, approximated initial slope of the fluorescence transient; Phi\_Po, maximum quantum yield of primary photochemistry; Psi\_o, probability that a trapped exciton moves an electron into the electron transport chain beyond  $Q_A^-$ ; Phi\_Eo, quantum yield of electron transport; Phi\_Do, quantum yield of energy dissipation; ABS/RC, absorption flux per reaction centre; TRo/RC, trapped energy flux per reaction centre; ETo/RC, electron transport flux per reaction centre; DIo/RC, dissipated energy flux per reaction centre. Values are means ( $\pm$ SD) of 11-21 plants per genotype from two independent experiments ( $n=11-21$ ). Asterisks indicate significant difference in comparison with the wild-type plants at the level  $P<0.001$  (\*\*\*), according to the Tukey's HSD test.

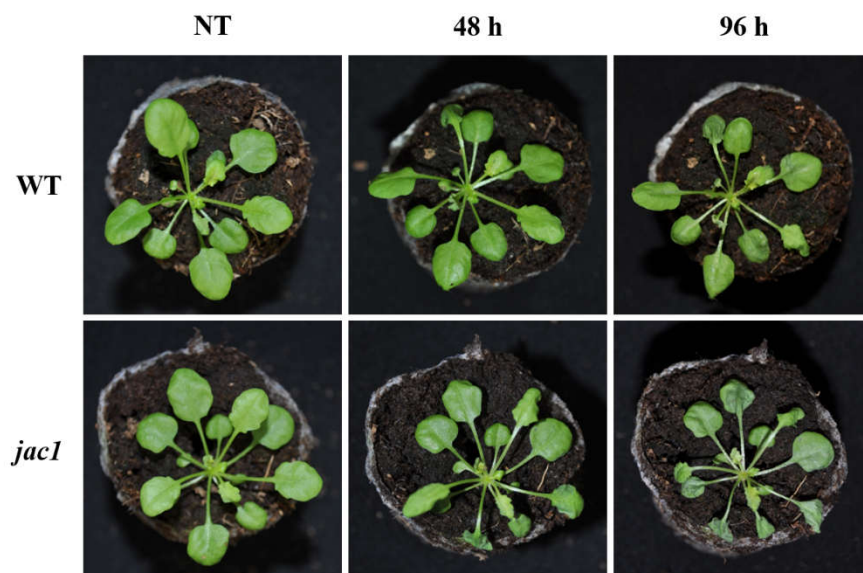

**Supplementary Figure 3.** Rosette morphology of *Arabidopsis thaliana* wild type (WT) and *jac1* mutant before, 48 and 96 h after UV-C exposure ( $100 \text{ mJ cm}^{-2}$ ).

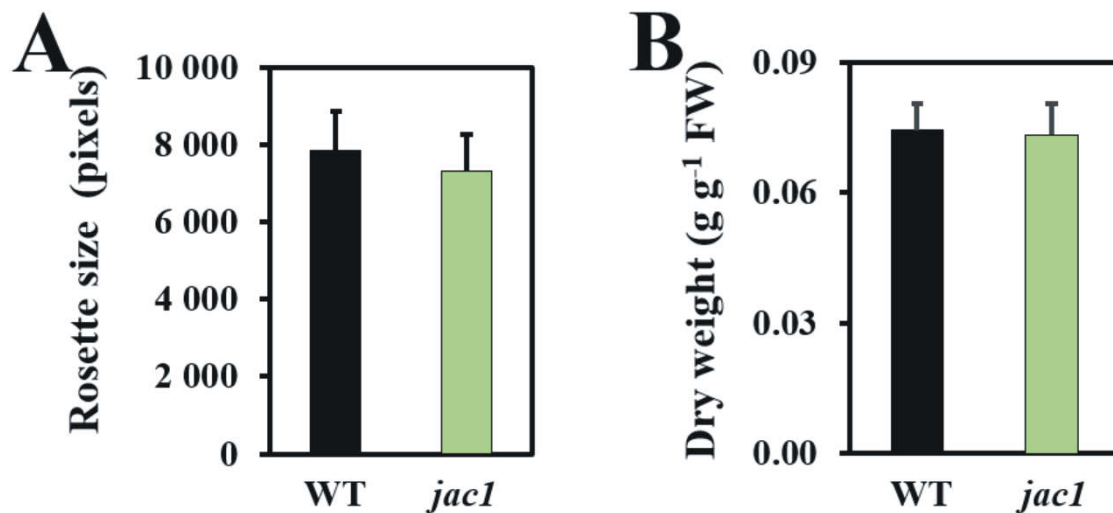

**Supplementary Figure 4.** Morphological traits of 4-week-old *Arabidopsis thaliana* wild type (WT) and *jac1*. (A) Rosette size. Values are means ( $\pm$ SD) of 15 plants per genotype from two independent experiments (n=15); (B) Dry weight. Values are means ( $\pm$ SD) of 12 plants per genotype from at least two independent experiments (n=12). The statistical analysis was performed using the Tukey's HSD test.

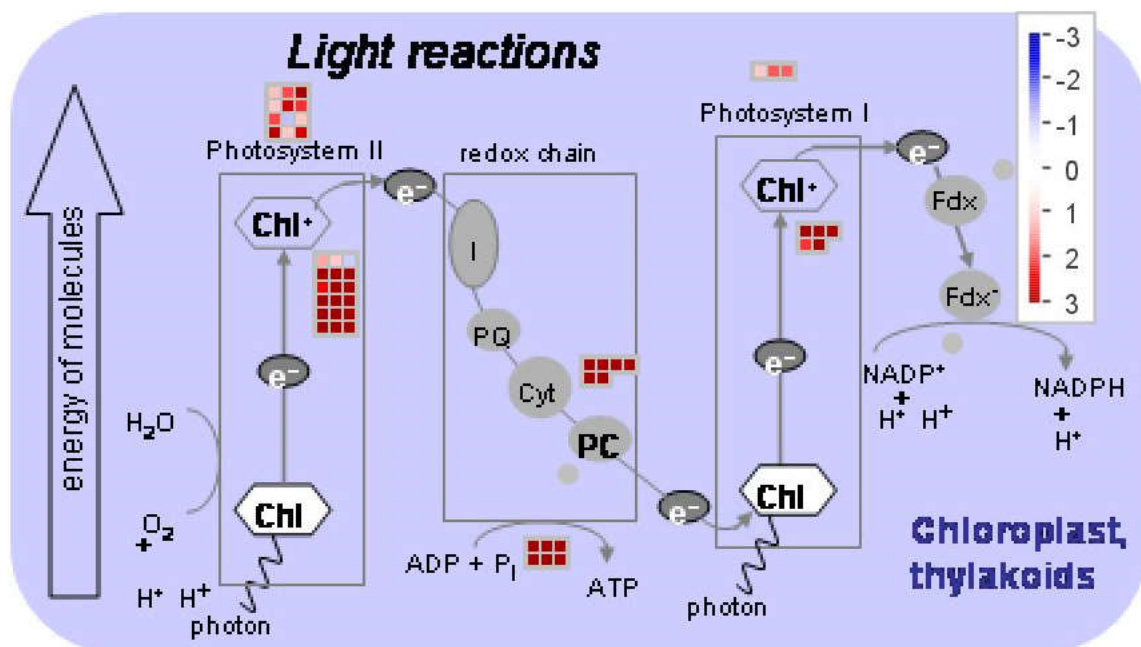

**Supplementary Figure 5.** Graphical representation of deregulated photosynthesis-related genes in UV-C treated wild type plants *versus* non-treated.

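*petB*, the photosynthesis gene with the lowest p for UV-C treated against non-treated wild type, had a log2 FC of 7.74 (standard error 0.14). Of the 60 genes listed for the light reactions, 59 were DEGs here (57 higher, 2 lower).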

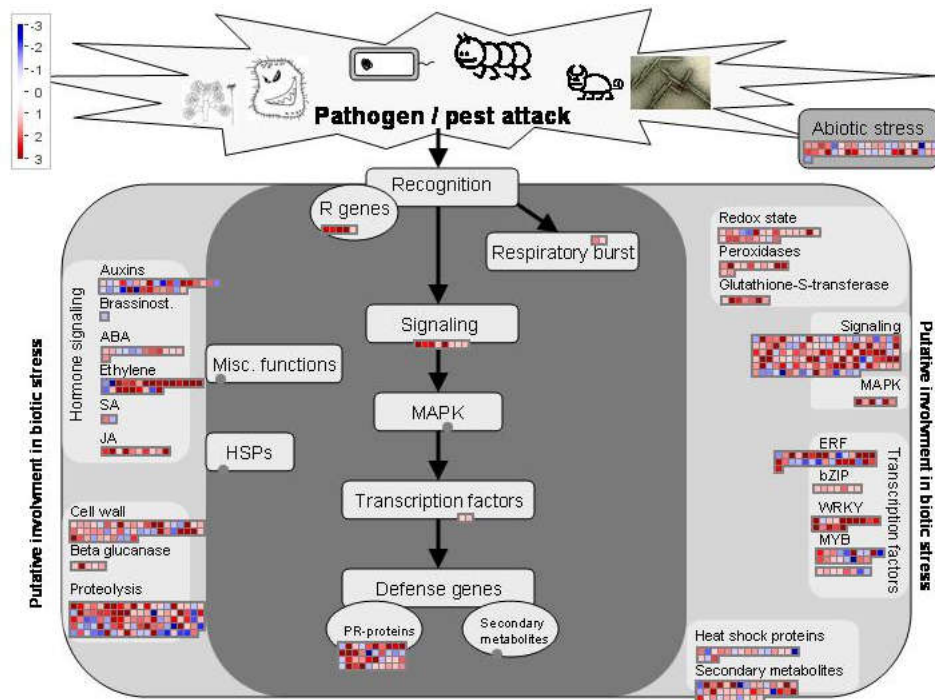

**Supplementary Figure 6.** Graphical representation of deregulated stress-related genes in UV-C treated wild type plants *versus* non-treated.

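Among stress genes of UV-C treated against non-treated wild type, AT2G20142 had the lowest p of those that rose, with a log2 FC of 4.93 (standard error 0.18), and *GER3* (AT5G20630) of those that fell, with -1.48 (standard error 0.071). For heat stress 16 of 18 (10 higher, 6 lower) listed genes were DEGs here.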

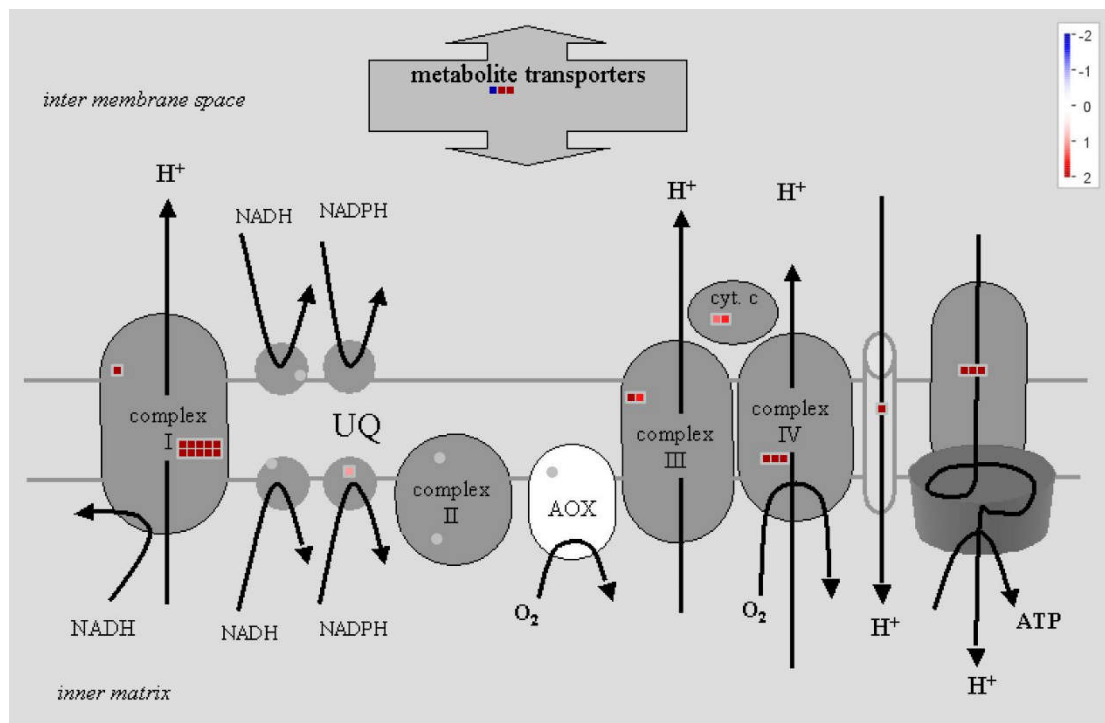

**Supplementary Figure 7.** Graphical representation of deregulated genes related to mitochondrial electron transport chain in UV-C treated wild type plants *versus* non-treated.

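Of the 23 genes listed, 16 are encoded in the mitochondrion, and 8 of these could be tested. *cox1* had the lowest p, with a log2 FC of 4.85 (standard error 0.15).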

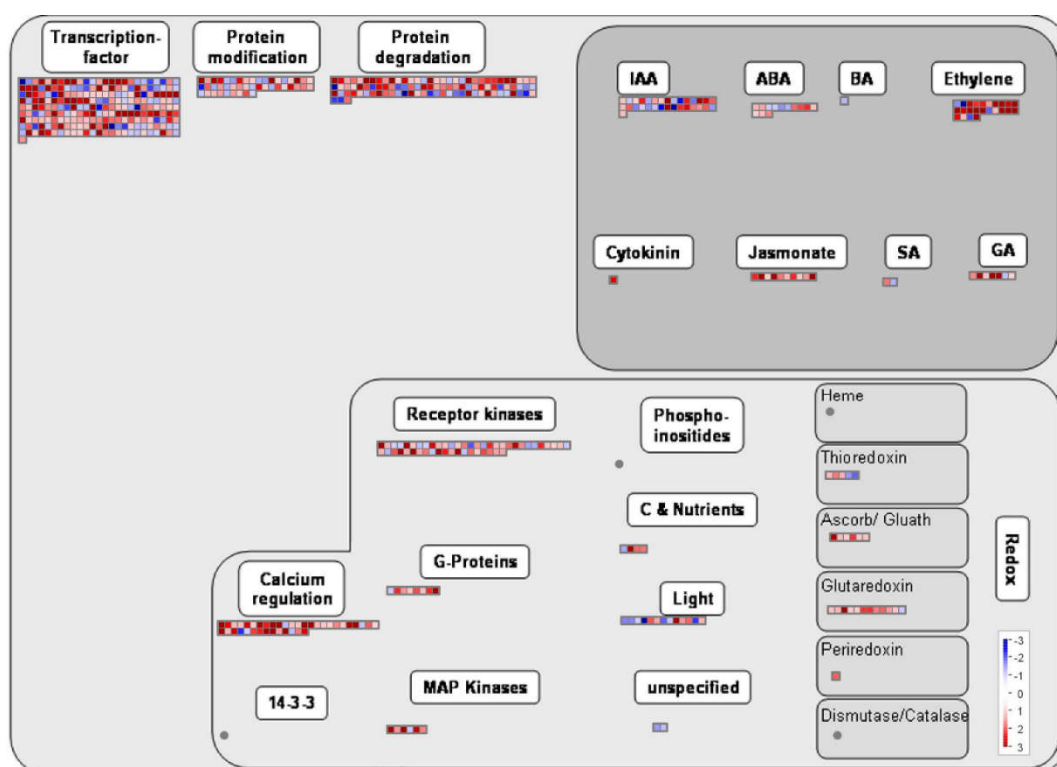

**Supplementary Figure 8.** Graphical representation of deregulated genes related to transcriptional regulation, protein modification/degradation, hormonal and redox regulation, in UV-C treated wild type plants *versus* non-treated.

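Of the hormone genes listed for UV-C treated against non-treated wild type, 28 of 31 (18 higher, 10 lower) were DEGs here for auxin, 23 of 24 (19 higher, 4 lower) for ethylene and 11 of 13 (7 higher, 4 lower) for abscisic acid, and all 10 listed for jasmonate were higher after UV-C. *WCRKC1* (AT5G06690), the redox gene with the lowest p among those that fell, had a log2 FC of -1.88 (adjusted p = 5.58e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).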

**Supplementary Table 1.** Chloroplast genome encoded genes.

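Besides *rbcL*, *psaA* had a log2 FC of 8.18 and *ycf4* one of 8.08 after UV-C in the wild type. In *jac1* the 73 chloroplast-encoded genes were also all DEGs with higher expression. Between the genotypes 0 of them were DEGs without treatment and 0 after UV-C, with unadjusted p under 0.05 for 12 and 13 genes. The response to UV-C gave 0 DEGs in the interaction, with 3 genes at an unadjusted p under 0.05. Chloroplast genes in the inverted repeat have few or no counts because reads that match both copies were not counted.

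**Figure D4:**
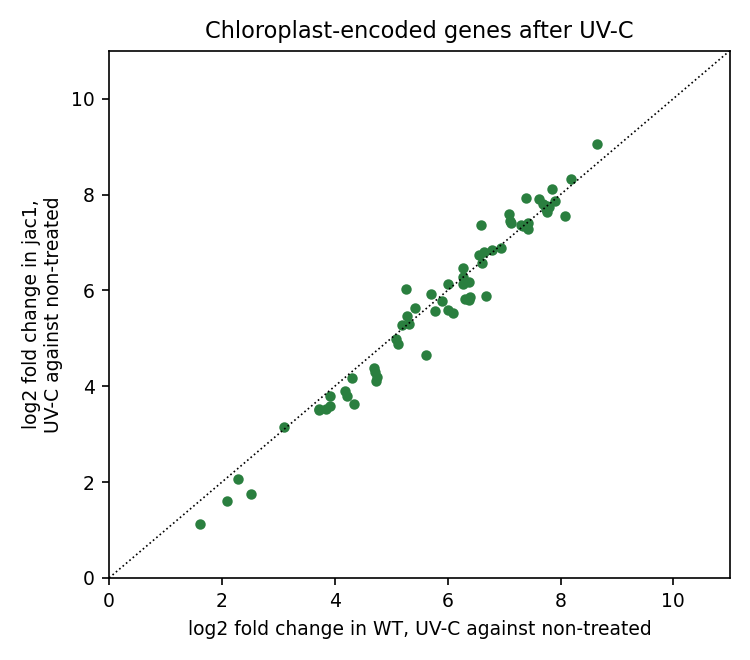
Log2 FCs with UV-C of 65 chloroplast-encoded genes in the wild type (horizontal axis) and in *jac1* (vertical axis). Each point is a gene and the dotted line marks equal values. The 8 genes with at most 3 reads in every non-treated sample of a genotype are not drawn. The medians of the genes drawn are 6.27 and 5.88, and the largest difference between the genotypes is 0.98.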

| Gene      | Description                                           | WT: UV<br>vs. NT<br>(log2FC) | jac1: UV<br>vs. NT<br>(log2FC) | Non-<br>treated:<br>jac1 vs<br>WT<br>(log2FC) | UV: jac1<br>vs. WT<br>(log2FC) |
|-----------|-------------------------------------------------------|------------------------------|--------------------------------|-----------------------------------------------|--------------------------------|
| ATCG00490 | ribulose-bisphosphate carboxylases                    | 8,691                        | 9,073                          | -0,160                                        | 0,222                          |
| ATCG00350 | Photosystem I, PsA/PsB protein                        | 8,266                        | 8,290                          | 0,245                                         | 0,269                          |
| ATCG00520 | unfolded protein binding                              | 8,120                        | 7,534                          | 0,545                                         | -0,041                         |
| ATCG00020 | photosystem II reaction center protein A              | 7,895                        | 7,925                          | -0,033                                        | -0,003                         |
| ATCG00280 | photosystem II reaction center protein C              | 7,852                        | 8,089                          | 0,029                                         | 0,266                          |
| ATCG00270 | photosystem II reaction center protein D              | 7,802                        | 7,608                          | 0,364                                         | 0,170                          |
| ATCG01110 | NAD(P)H dehydrogenase subunit H                       | 7,768                        | 7,817                          | 0,080                                         | 0,130                          |
| ATCG00720 | photosynthetic electron transfer B                    | 7,740                        | 7,720                          | 0,271                                         | 0,251                          |
| ATCG01100 | NADH dehydrogenase family protein                     | 7,739                        | 7,789                          | 0,132                                         | 0,182                          |
| ATCG00710 | photosystem II reaction center protein H              | 7,697                        | 7,821                          | 0,178                                         | 0,301                          |
| ATCG00040 | maturase K                                            | 7,616                        | 7,908                          | -0,262                                        | 0,030                          |
| ATCG01080 | NADH:ubiquinone/plastoquinone oxidoreductase, chain 6 | 7,582                        | 7,321                          | 0,517                                         | 0,256                          |
| ATCG01090 | NADPH dehydrogenases                                  | 7,578                        | 8,645                          | -0,905                                        | 0,162                          |
| ATCG00700 | photosystem II reaction center protein N              | 7,522                        | 7,964                          | -0,203                                        | 0,239                          |
| ATCG00580 | photosystem II reaction center protein E              | 7,433                        | 7,428                          | 0,140                                         | 0,135                          |
| ATCG01070 | NADH-ubiquinone/plastoquinone oxidoreductase chain 4L | 7,381                        | 7,486                          | -0,250                                        | -0,144                         |
| ATCG00340 | Photosystem I, PsA/PsB protein                        | 7,348                        | 7,323                          | 0,274                                         | 0,249                          |
| ATCG00050 | ribosomal protein S16                                 | 7,292                        | 8,182                          | -1,537                                        | -0,647                         |

How the deposited data were processed for this re-analysis (not part of the article)

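The study measured RNA from rosettes of *jac1* and wild-type plants, non-treated and UV-C treated, in 4 groups of 3 biological replicates. The authors aligned the reads of each library with STAR and deposited, per gene, the count of reads that featureCounts placed on its exons, as raw values without normalization. By the header of the deposited count table, reads with several alignments or several overlapping genes were left uncounted, the strand was not used and one read file per library was counted. The supplementary sheets of the authors give log2 FC per gene, and were used for their lists of genes and for the comparison of values only.

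Gene types came from the reference annotation, by locus tag. Chloroplast genes were matched by coordinates, taking an overlap over 0.5 of the gene's length, which matched 128 of 134. Mitochondrial genes were matched to protein-coding genes by length, which matched 27 of 162. These rules were chosen after the annotation was seen, and the overlap was lowered once so that *ycf3* was matched. The other organelle genes entered only the alternative with all annotated genes.

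Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Protein-coding genes with at least 5 reads in at least 3 samples were kept, TMM factors were computed, and a model with one mean per group was fitted over all 12 samples. The 5 contrasts were UV-C treated against non-treated in each genotype, *jac1* against the wild type in each treatment, and the interaction. Each was tested by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over all genes tested. The standard error of a log2 FC is its size divided by the square root of the F statistic. A group whose samples all had at most 3 reads was treated as at the floor of the counts, and no fold change against it is given for a single gene. Totals per sample are given with the first results.

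The quasi-likelihood test was chosen in place of the likelihood ratio test that the paper used. It was tested on simulated data with 200 changed genes among 20104: it found 185 of them for UV-C treated against non-treated wild type and 176 for the interaction, with 0 and 0 unchanged genes called. The likelihood ratio test found 185 and 176, with 3 and 2 unchanged genes called. The simulated counts followed the dispersion trend, and only the 200 genes differed between groups, in the UV-C treated wild type. The deposited data hold many more changed genes, so these numbers of false calls need not hold there.

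The genes named are those the paper names, the 3 with the largest increase and decrease per contrast among DEGs with non-overlapping groups, the DEG with the lowest p in each direction per MapMan category, the chloroplast genes with the largest and smallest change, and lists of clock and handling genes. These rules, the lists and the alternatives were set before the data were examined. The tests made with the clock and handling lists were chosen only after the result was seen. The floral genes of the closing section fall outside these rules and lists and were chosen after their values were seen. The alternatives were the likelihood ratio test, DESeq2, DESeq2's size factors, library size only, nuclear genes only, no filter, edgeR's filterByExpr, all annotated genes, only the samples compared, a block for the replicate number of the sample titles or of the library names, glmTreat, a false discovery rate of 0.05, and each sample left out in turn.

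The reference holds no gene ontology terms, so no enrichment was tested, and the supplementary lists, which hold only the paper's DEGs, were compared gene by gene. The other experiments of the paper were not analysed here.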

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

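The tests of ribosomal RNA, even coverage, clock genes, organelle scaling, splits, the reads of AT1G75945 and label exchange over genes not called after UV-C were chosen only after the result was seen.

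The response to UV-C differed between *jac1* and the wild type in a direct test: 780 genes were DEGs in the interaction, 425 higher and 355 lower. Of 100 assignments of genotype drawn within each treatment, 2 gave as many, the real one included. The other gave 1608, and it exchanges the genotypes of all UV-C libraries, which turns the interaction into the sum of the genotype differences. Of the 17 that part every same-numbered pair, 2 gave as many, and the rest part fewer pairs. With every library thinned to the smallest total the number was 735, of which 662 were shared, and with nuclear genes only it was 784. Spearman's rho of exon length and the interaction log2 FC was -0.006. None of these goes with depth, organelle counts or gene length as the source.

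An exchange of libraries was tested by distance to the non-treated means. Over 32 genes with a large difference between the non-treated genotypes, 3 UV-C libraries, all wild type, were nearer *jac1*. Over 118 genes that were not DEGs after UV-C in either genotype the number was 0, which is no evidence, since that choice leaves out the genes an exchange would move. The first test mixes genotype with response to UV-C. In it all *jac1* UV-C libraries were nearer *jac1*, where an exchange would put them nearer the wild type. AT1G75945 had 0.175 ± 0.0749 CPM in the UV-C treated wild type and 6.82 ± 0.782 CPM in UV-C treated *jac1* (mean ± SD, n = 3), against 0.256 ± 0.126 and 10.2 ± 0.737 CPM without treatment, which goes against an exchange.

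Harvest times could also enter the interaction. Evening genes differed from morning genes by 2.75 on the log2 scale in it (two-sided exact permutation test, p = 0.00767), and by 2.23 without *ELF4* and *FKF1*, which are at the floor of the counts in UV-C treated *jac1* (p = 0.0214 from the same permutation test). The interaction therefore cannot be told apart from harvest times that differ between the groups, and a difference due to the mutation remains a hypothesis. These permutation tests exchange the morning and evening labels of genes, not of samples. Their p-values treat the genes as independent and do not measure the spread between replicates.

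The nuclear 18S rRNA gene AT3G41768, which the paper does not report on, rose to 24440 CPM after UV-C in the wild type and to 19180 CPM in *jac1*, both on library size only. Its log2 FC was 8.22 in the wild type and 8.49 in *jac1*, and all 3 UV-C treated samples of each genotype were above the non-treated ones. The libraries were made from RNA bound to poly-T beads, so carry-over of ribosomal RNA into the UV-C libraries may explain it.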

How the results depend on the processing

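The cause of each change below was not tested. A test against an absolute log2 FC of 1 (glmTreat) lowered the number of DEGs to 785 for UV-C in the wild type, 1150 for UV-C in *jac1*, 67 and 142 between the genotypes without and with UV-C, and 128 for the interaction. Library size only raised the number between the UV-C treated genotypes to 1275. Apart from the number between the non-treated genotypes with the block by library name, given next, the other numbers of DEGs stayed within a factor of 1.5. With each sample left out in turn they ranged from 1627 to 1897, 2593 to 2758, 298 to 405, 691 to 867 and 663 to 778 in the same order. Library size only moved the median log2 FC of all genes to -0.27 for UV-C in *jac1* and -0.16 for the interaction, and the share of DEGs that rose in *jac1* from 65.4% to 37.9%.

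With the replicate number of the sample titles as a replicate block, the number of DEGs was 1868 against 1866, 2749 against 2758, 408 against 391, 840 against 846 and 794 against 780 without the block. With the number in the library names as the block it was 1785, 2443, 191, 727 and 589. The number after UV-C between the genotypes was then 3.81 times that without treatment. Same-numbered samples are different plants, and their deviations from the group means had a mean correlation of 0.055 by title and -0.003 by library name. By title it was 0.26 between the non-treated genotypes over 3 pairs (0.128 to 0.398), so samples with the same title number may share a deviation there. The value for pairs with other numbers, -0.13, follows from taking deviations from group means and is no separate evidence. The block by title gave 408 DEGs there.

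The direction of a gene reversed in these cases, all between the non-treated genotypes except the first. Library size only gave -0.033 for *YLS8* with UV-C in the wild type, -0.064 for *ZTL* and -0.03 for *CML38*. With the likelihood ratio test the values were 2.70 for *PRR9*, 0.37 for *CBF1*, -0.13 for *WRKY53* and 0.35 for *ERF6*. The block by library name gave 1.25 for *PRR9*, -0.49 for *CML38* and -0.001 for *WRKY40*. Leaving out one sample gave ranges of -1.76 to 4.80 for *PRR9*, -0.014 to 0.072 for *ZTL*, -0.30 to 1.02 for *CML38*, -0.85 to 0.64 for *CBF1*, -0.22 to 0.70 for *WRKY53* and -0.41 to 0.50 for *ERF6*. With the quasi-likelihood test over all samples none of these genes was a DEG. With the likelihood ratio test *PRR9* was one (adjusted p = 0.00419, over the alternatives other than leaving out a sample 0.00419 to 0.935), and so was *WRKY40*, in its original direction.

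Of 246 results for named genes, 20 were no longer DEGs with library size only, 18 with the block by library name, 7 with only the samples compared, 4 with DESeq2 and 3 with its size factors, and 10 became DEGs with the likelihood ratio test. Of 2949 values with one sample left out, 91 were no longer DEGs and 8 became DEGs. Of 2250 values for gene categories, 183 moved.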

Differences from the paper's values

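Between the non-treated genotypes, the log2 FC of *LHCB2.1* was 2.07 against the paper's 2.287 and that of *LHCB2.2* 2.41 against the paper's 2.665. Of the alternatives set before the data were examined, the likelihood ratio test, DESeq2, the block by library name and the fit without *jac1* non-treated replicate 1 brought both within the error, only the samples compared did so for *LHCB2.1*, and the others did not. With UV-C in the wild type, *LHCB2.1* had 1.99 against the paper's 2.194 and *LHCB2.2* 2.48 against the paper's 2.725. The likelihood ratio test, DESeq2 and the fit without wild-type UV-C replicate 1 brought both within the error, only the samples compared and the fit without wild-type UV-C replicate 3 did so for *LHCB2.1*, and the others did not.

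Between the non-treated genotypes, *MSS3* had 0.90 against the paper's 1.06, *TCH2* 0.83 against the paper's 1.022 and *TCH3* 0.90 against the paper's 1.094. DESeq2, its size factors, the likelihood ratio test, only the samples compared and the fit without *jac1* non-treated replicate 1 brought all of these within the error. The fit without wild-type non-treated replicate 2 did so for *MSS3* and *TCH3*, the block by title number for *TCH2*, each fit without a UV-C treated sample for *TCH2*, and the fit without wild-type UV-C replicate 1 for *TCH3*. The others did not.

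Between the same plants, the log2 fold change of CIPK20 was 4.03 against the paper's 5.86, which the likelihood ratio test alone brought within the error. The log2 fold change of AT5G22430 was -5.12 against the paper's -5.692, which the likelihood ratio test, library size only, the block by library name and the fit without wild-type non-treated replicate 3 brought within the error, and the others did not.

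The paper calls *ATMDAR*, *MSS3*, *SARD1*, *TCH2* and *TCH3* higher in non-treated *jac1*. None was a DEG here, with log2 FCs of 1.495, 0.90, 0.96, 0.83 and 0.90. With the likelihood ratio test all of them are DEGs. *MSS3* and *TCH3* were also DEGs without wild-type non-treated replicate 2 and without *jac1* non-treated replicate 1, *TCH2* without the first of these and *SARD1* without the second. The paper finds all redox genes on its list changed, and 3 of 5 were DEGs here and 5 with the likelihood ratio test. Of the genes on the paper's lists, 1202 of 1398 were DEGs for UV-C in the wild type. Between the genotypes the numbers were 376 of 558 without treatment and 820 of 1017 after UV-C. With the likelihood ratio test 1351, 557 and 1015 were DEGs. The list used for UV-C in the wild type holds only a part of the paper's DEGs. Of the DEGs here, 664 were not on it, against 15 and 26 for the other lists.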

Other observations

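The tests of ribosomal RNA, even coverage, clock genes, handling, the reads of AT1G75945 and splits were chosen only after the result was seen, and the floral pattern was noticed in the data before its test was written.

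Of the ways to split the samples of each comparison, 1 of the 10 splits gave as many DEGs for UV-C in the wild type, 1 of the 10 splits for UV-C in *jac1*, 1 of the 10 splits between the non-treated and 1 of the 10 splits between the UV-C treated genotypes, the real one in each case. Among the 4 splits that part every same-numbered pair the number was 1 in each, and the others part fewer pairs. With so few splits, grouping by accident cannot be excluded this way.

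Chloroplast-encoded genes rose after UV-C in both genotypes, and several technical explanations were tested. If RNA without poly-A tails was selected against less strictly, or RNA was degraded, mitochondrion-encoded genes would rise too: their median log2 FC was 4.60 in the wild type and 5.03 in *jac1*, which does not decide between this and a response of both organelles. The nuclear 18S rRNA gene rose by 8.22, as carry-over of ribosomal RNA would give. In the wild type AT3G06365, a miscellaneous RNA gene next to it, had a log2 FC of 6.87, from 0.0541% to 5.24% of the counts. The mitochondrial rRNA genes ATMG01390 and ATMG01380 had 6.35 and 1.57. Nuclear snRNA, snoRNA, tRNA and rRNA genes had a median of 0.84 in the wild type and 0.03 in *jac1*, which goes against an equal carry-over of all such RNA. Of the 119 genes in this set 91 are snoRNA genes, so the median says little about rRNA. In the wild type 39 of 119 of these genes were DEGs with higher and 0 with lower expression, in *jac1* 27 and 13, and snRNA genes together went from 6.78 to 20.8 CPM on library size only in the wild type and from 5.39 to 13.2 CPM in *jac1*. Carry-over of a part of such RNA is therefore not excluded. Genomic DNA would raise the number of nuclear genes detected at equal depth, which was 2.47% higher in the wild type and 1.15% in *jac1* and does not decide. It would also cover chloroplast genes evenly, but reads per kilobase differed 43.4-fold between their 10th and 90th percentiles, which goes against it. The rise of chloroplast-encoded transcripts therefore cannot be told apart from a change in how much RNA without poly-A tails entered the UV-C libraries. A response of the chloroplast to UV-C may still underlie it, as a hypothesis.

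Clock genes moved in opposite directions. The permutation tests on them exchange the morning and evening labels of genes, not of samples. Their p-values treat the genes as independent and do not measure the spread between replicates. Evening genes differed from morning genes by -3.84 on the log2 scale between the non-treated genotypes (two-sided exact permutation test, p = 4.33e-05) and by -3.41 between UV-C treated and non-treated wild type (p = 9.74e-05 from the same permutation test). The differences were -0.66 for UV-C in *jac1* and -1.08 between the UV-C treated genotypes (p = 0.485 and 0.0842 from the same permutation test). Without the genes at the floor of the counts, *FKF1* in *jac1* and *ELF4* in UV-C treated *jac1*, the difference was -3.38 between the non-treated genotypes (p = 8.23e-05), -0.58 for UV-C in *jac1* (p = 0.552) and -0.87 between the UV-C treated genotypes (p = 0.187, all from the same permutation test). Single genes differed more than these set means show: between the UV-C treated genotypes *PRR3* had a log2 FC of -2.37, *BOA* -1.90, *GI* 2.28 and *LNK1* 1.93, and for UV-C in *jac1* *GI* had 4.43 and *PRR3* -2.42. Another harvest time of the non-treated wild type alone could therefore give the set differences, but not these values of single genes. Harvest times that differ among several groups could give both, and the paper does not state the time of harvest. Of the DEGs between the non-treated genotypes, 186 were also DEGs for UV-C in the wild type, 178 in the same direction, both of which share the non-treated wild-type samples. An effect of JAC1 on the clock cannot be told apart from harvest time here.

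Touch-responsive calcium genes were higher in non-treated *jac1*. The 14 other genes that respond to touch, cold or wounding had a median log2 FC of 0.65, at percentile 100 of 10000 lists matched by expression. Of these genes 11 were higher and 3 lower, and 2 were DEGs. The direction of *CML38*, *CBF1*, *WRKY40*, *WRKY53* and *ERF6* reversed under some alternatives, as given above. Different handling before harvest may therefore explain the calcium genes, which cannot be told apart from an effect of the mutation.

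Floral organ genes were lower in non-treated *jac1*: *SEP1* had a log2 FC of -3.60 and *SEP2* -3.65, while *AP1* had 25 to 40 reads in the wild type and 1 to 2 in *jac1*, and *AP3* 10 to 23 and 0 to 2. Of 11 other flower markers 8 could be tested, 8 were lower and 3 were DEGs, with a median of -1.03 at percentile 0.02 of lists matched by expression. After UV-C, *AP1* had 7 to 18 reads in the wild type and 0 to 1 in *jac1*, *AP3* 3 to 14 and 1, and *SEP2* 10 to 15 and 0 to 1, and all of these were still DEGs. So were *SEP3* and *PI*, with log2 FCs of -2.68 and -1.42. *FUL*, a DEG without treatment with -1.375, had -0.986 after UV-C and was no longer one. *SEP1* had -1.13 and was not a DEG (adjusted p = 0.0395 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and *SEP4* had 0.37, in the other direction (adjusted p = 0.00233 from the same test). More floral tissue in the wild-type rosettes may explain this, and an earlier transition to flowering in the wild type cannot be told apart from it.

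A segment of another accession around *JAC1* was tested by the density of DEGs between the non-treated genotypes within 5 Mb. There 34 of 1519 genes were DEGs against 357 of 18502 elsewhere (two-sided Fisher's exact test, p = 0.385), which goes against a segment of that size. A short segment would be diluted over this window and is not excluded. AT1G75945, 0.321 Mb from *JAC1*, had 6 to 18 reads in the non-treated wild type and 344 to 443 in non-treated *jac1*. For this gene a linked variant cannot be told apart from an effect of the mutation.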
